# Regulation of Gene Expression by PI3K in Mouse Growth Plate Chondrocytes

**DOI:** 10.1371/journal.pone.0008866

**Published:** 2010-01-25

**Authors:** Veronica Ulici, Claudine G. James, Katie D. Hoenselaar, Frank Beier

## Abstract

**Background:**

Endochondral ossification, the process through which long bones are formed, involves chondrocyte proliferation and hypertrophic differentiation in the cartilage growth plate. In a previous publication we showed that pharmacological inhibition of the PI3K signaling pathway results in reduced endochondral bone growth, and in particular, shortening of the hypertrophic zone in a tibia organ culture system. In this current study we aimed to investigate targets of the PI3K signaling pathway in hypertrophic chondrocytes.

**Methodology/Principal Findings:**

Through the intersection of two different microarray analyses methods (classical single gene analysis and GSEA) and two different chondrocyte differentiation systems (primary chondrocytes treated with a pharmacological inhibitor of PI3K and microdissected growth plates), we were able to identify a high number of genes grouped in GSEA functional categories regulated by the PI3K signaling pathway. Genes such as *Phlda2* and *F13a1* were down-regulated upon PI3K inhibition and showed increased expression in the hypertrophic zone compared to the proliferative/resting zone of the growth plate. In contrast, other genes including *Nr4a1* and *Adamts5* were up-regulated upon PI3K inhibition and showed reduced expression in the hypertrophic zone. Regulation of these genes by PI3K signaling was confirmed by quantitative RT-PCR. We focused on F13a1 as an interesting target because of its known role in chondrocyte hypertrophy and osteoarthritis. Mouse E15.5 tibiae cultured with LY294002 (PI3K inhibitor) for 6 days showed decreased expression of factor XIIIa in the hypertrophic zone compared to control cultures.

**Conclusions/Significance:**

Discovering targets of signaling pathways in hypertrophic chondrocytes could lead to targeted therapy in osteoarthritis and a better understanding of the cartilage environment for tissue engineering.

## Introduction

PI3Ks phosphorylate the 3′-OH position of the inositol ring of inositol phospholipids, producing three lipid products: PtdIns(3)P, PtdIns(3,4)P(2) and PtdIns(3,4,5)P(3). These lipids bind to the pleckstrin homology (PH) domains of proteins such as PKB (Akt) and control the activity and subcellular localisation of a diverse array of signal transduction molecules [1]. Akt is a serine-threonine kinase and is one of the main targets positively regulated by PI3K. It transduces signals from numerous extracellular stimuli and controls processes such as glucose metabolism, cell cycle progression, gene expression, protein synthesis and cell survival in a wide variety of cell and tissue systems [2], [3]. While several transcription factors are known to be regulated by Akt, including AP-1, glucocorticoid receptor and E2F [3], our knowledge of the actual genes controlled by this pathway is relatively limited. Some of the reported Akt-regulated genes are GLUT-1, PEPCK, VEGF, Bcl-2 and p27 [3]–[10].

The PI3K/Akt pathway is generally associated with tissue growth. We have shown earlier that inhibition of PI3K signaling results in reduced growth of tibiae [11]. Long bones, such as tibia, grow and elongate through the process of endochondral ossification where skeletal elements are first laid down as cartilage precursors and then this cartilage is replaced by bone [12], [13]. During endochondral bone development, the cartilage template is organized in 4 chondrocyte subpopulations: resting (closest to the articular end of the bone), proliferative (the next zone towards the middle of the bone) (which express type II collagen, Sox family members 5,6,9, etc.), prehypertrophic and hypertrophic (the zones closer to the mineralized area, which is located in the middle of the bone) (expressing collagen X, Mmp13, VEGF etc) [14], [15].

Hypertrophic chondrocytes are localized between proliferating cartilage and bone and form an essential functional interface by facilitating the transition from cartilage to bone and coupling chondrogenesis to osteogenesis and angiogenesis [16]. Hypertrophic chondrocytes express and secrete numerous factors that contribute to this coupling process such as Bone morphogenetic proteins (BMPs), Wnts, and Ihh, all of which are important for osteogenesis, as well as RANKL and VEGF, which promote osteoclast activation and vascular invasion [16], [17].

Hypertrophic differentiation is not only an essential step in endochondral ossification, but it also seems to be a pathological event in early osteoarthritis. For example, it was shown that formation of very early age-related OA-like lesions in the knee is accompanied by expression of chondrocyte differentiation-related genes associated with hypertrophy [18]–[20].

In a previous publication [11] we showed that Akt is activated in the prehypertrophic/hypertrophic zone of the growth plate and that PI3K inhibition reduces hypertrophic differentiation and longitudinal bone growth. In the current study, we aim to identify the target genes of the PI3K/ Akt pathway in differentiated chondrocytes.

## Methods

### Ethics Statement

All animal studies were approved by the Animal Use Subcommittee of the Council of Animal Care at the University at Western Ontario.

### Materials

Chemical reagents were purchased from Sigma, unless stated otherwise. Timed pregnant CD1 mice were purchased from Charles River Laboratories. Cell culture and organ culture medium components and general chemicals were purchased from Sigma and Invitrogen. LY294002 was purchased from Calbiochem. Antibodies were purchased from Abcam (Factor XIIIa- # ab1834 (AC-1A1)), Sigma (anti β-actin clone AC-15) and Santa Cruz (Phlda2 (TSSC3 (E-14) - # sc-66298), HRP conjugated goat anti-mouse - # sc-2005, HRP conjugated donkey anti-goat - # sc-2020) (HRP conjugated goat anti-mouse - # sc-2005). AEC substrate-chromogen was purchased from Dako and cocktail protease and phosphatase solutions for protein harvest from Roche (protease inhibitor cocktail tablets –complete mini- # 836153001), Sigma (phosphatase inhibitor cocktail 2 # P5726-5 ml) and Calbiochem (phosphatase inhibitor cocktail IV # 524628). 10% NuPAGE®Bis-Tris Pre-Cast Gel System from Invitrogen was also used.

### Primary Chondrocyte Culture

E15.5 mouse long bones were dissected, enzymatically digested and the obtained chondrocytes were plated in 6-well NUNC plates at a density of 2.5×10^5^ cells per ml in monolayer and incubated overnight as described [21]. The following day the cells were incubated with fresh medium containing either 10 µM LY294002 or DMSO (equal volume) for an additional 24 hours.

### Organ Culture and Immunohistochemistry

Tibiae were isolated from E15.5 mice and cultured for 6 days in serum-free medium containing either DMSO control or LY294002 inhibitor (10 µM), as described [11]. Medium and treatments were changed every second day. Immunohistochemistry protocols were performed as described [11]. Sections were incubated in 3% H_2_O_2_ for 15 min at room temperature, followed by incubation in preheated (2 min at 100°C) 10 mM sodium citrate solution (pH 6.0) for 30 min at 97°C. They were then blocked with 5% goat serum. Sections were incubated with 0.10 mg/ml factor XIIIa primary antibody over night at 4°C. The UltraVision LP Large Volume Detection System AP Polymer was used to recognize the primary antibody according to manufacturer's instructions. After washing, the HRP (horseradish peroxidase) conjugated polymer complex was visualized by incubation for ∼5 min with AEC (3-amino-9-ethylcarbazole) substrate-chromogen; sections were then counterstained with hematoxylin for 30 seconds, washed and mounted. All images were taken at room temperature with a Retiga EX camera connected to a Leica DMRA2 microscope. Primary image analyses were performed using Openlab 4.0.4 and Photoshop software.

### Protein Extraction

Protein samples were harvested both from primary monolayer chondrocytes and from tibial explants. After 24 hours of primary chondrocyte culture, the medium was replaced with ice-cold PBS; cells were harvested and then centrifuged for 5 min at 4°C and 1000 X *g*. The supernatant was removed and samples were resuspended in ice-cold RIPA lysis buffer containing protease and phosphatase cocktails and stored at −80°C or immediately used for western blotting [22].

Protein samples were also isolated directly from tibial explants after 6 days of incubation with DMSO or 10 µM LY294002. Six bones were combined from each treatment to obtain better protein yield. The explants were washed with PBS and then weighed in order to add a proportional amount of RIPA/cocktail buffer (1 ml of buffer for 3 g of tissue). The tissue samples were then flash-frozen and stored at −80°C; they were homogenized and sonicated before protein quantification with Bicinchoninic Acid (BCA) assay.

### Western Blotting

Western blotting was performed as described [22] with minor modifications. 20–30 µg of proteins were loaded and size-fractioned on a 10% NuPAGE®Bis-Tris Pre-Cast Gel System, followed by gel transfer to a nitrocellulose membrane, using the Invitrogen I-blot system. The membrane was blocked in 5% BSA-TBST buffer for 1 hour and then incubated with primary antibody against factor XIIIa, over-night at 4°C. The membrane was washed in TBST and incubated with 1∶3000 goat anti-mouse IgG –HRP conjugated secondary antibody (Santa Cruz Biotechnology, Santa Cruz, CA). Signals were visualized using the enhanced chemiluminescence Advance Western blot detection system (Amersham Biosciences, Piscataway, NJ) and Alphaimager 2200.

### Microarray Analysis of Primary Chondrocytes

All data is MIAME compliant and the raw data has been deposited in a MIAME compliant database (GEO). Microarray analysis was performed as described [21]–[23]. Total RNA was extracted from cultures treated with DMSO (control) or 10 µM LY294002 for 24 hours, in 3 independent experiments. The variability between trials was minimal (Figure S1). RNA quality and quantity was assessed using the Agilent 2000 Bioanalyzer system and subsequently hybridized to MOE 430 2.0 mouse chips from Affymetrix©, as previously described [21], [22]. Bioanalyses, microarray hybridization, scanning and M.A.S. 5.0 normalization were completed at the London Regional Genomics Facility. Data were deposited in the GEO database (NCBI Accession number: Series GSE8488 for the inhibitor microarray data normalized with GC_RMA algorithm to be used in GSEA analysis; NCBI Accession number: Series GSE15069 for the inhibitor microarray data normalized using the M.A.S 5.0. algorithm for single gene analysis). Following the initial normalization, data was filtered based on reliable signal using the SG1a-1 script (Signal intensity filter) from GeneSpring GX 7.3.1. The default settings were applied: lowest threshold-signal detection intensity  = 50; percentage of conditions in which a signal has to be higher than threshold in order to pass  = 25%, where the experimental condition is represented by samples (replicates) grouped together based on their parameter values (e.g. DMSO treatment condition vs. LY294002 treatment condition). As a result of this analyses, the fold changes reported for different genes in the following results section represent an average of the 3 trials. The microarray data was also normalized using the GC-RMA algorithm in order to perform GSEA analysis [21].

### Microarray Analysis of Microdissected Growth Plate

Microarray analysis was performed as described [21], [22]. Total RNA was extracted from microdissected growth plates from E15.5 mouse tibiae, as described [24], in 3 independent experiments. The growth plates were manually separated into 3 main zones: Proliferative/Resting (Zone I), Hypertrophic (Zone II) and Mineralized (Zone III). RNA extracted separately from each zone was then hybridized to MOE 430 2.0 mouse chips from Affymetrix©, as described above. Data normalization was performed using the GC-RMA algorithm [21]. Data were deposited in the GEO database (NCBI Accession number: Series GSE7685). Data filtering was performed as described above.

### RNA Isolation and Real-Time RT PCR

RNA was isolated from primary chondrocytes in monolayer culture after 24-hour incubation with DMSO or 10 µM LY294002, as previously described [21], [22]. Taqman real-time PCR was performed as described [22], [25], [26] with primers and probe sets from Applied Biosystems. Amplified transcripts were quantified using the standard curve method. Data were normalized to *Gapdh* (Glyceraldehyde 3-phosphate dehydrogenase) mRNA levels and represent averages and SE from direct comparison of LY294002 and DMSO treatments from at least 4 different trials, determined by GraphPad Prism 4 software. The results are presented as fold change between DMSO and LY294002 treatments, using DMSO from each trial as reference. A 2 sample unequal variance t-test was used –with a *p-value <0.05 considered significant. The expression of *Phlda2* was also analyzed by real-time PCR using RNA isolated from the 3 growth plate zones. In this case, One-way analysis of variance with the Newman-Keuls Multiple Comparison Test was used and a *p-value <0.05 was considered significant.

### FatiGO Analysis

Gene lists identified by single gene microarray analysis were compared using the FatiGO web application from BABELOMICS v3.1 ([27], [28], http://www.babelomics.org). FatiGO associates Gene Ontology (GO) terms (functional categories) to a group of genes with respect to a gene set of reference [27]. The Biological Process at level 6 was selected for functional annotations based on the relevance of GO terms at this level for our analyses. Functional categories were organized based on their adjusted p-value, corrected for multiple testing.

### GSEA Analysis

In addition to the single gene analyses, we used Gene Set Enrichment Analysis (GSEA) algorithm, which is a microarray data analysis method that uses predefined gene sets to identify significant biological changes in microarray data sets [21]. GSEA is especially useful when the gene expression changes in a given microarray data set are relatively small [29], [30].

In order to implement the GSEA algorithm, data was normalized by Robust Multichip Analysis using RMAEXPRESS software v.0.4.1 developed by B. Bolstad, University of California, Berkeley as previously described [31]. Logarithmically transformed expression values were used to implement GSEA. The GSEA algorithm was implemented with GSEA v2.0 software [30], [32]. Ranked expression lists were derived from RMAEXPRESS and GeneSpring GX® 7.3.1.

Using an *a priori* defined set of genes (e.g. the C2 and User-defined (UD) gene sets), the aim of GSEA is to determine if the members of these gene sets are randomly distributed throughout the analyzed gene list (e.g. 1.4-fold changes between DMSO and LY294002) or mostly found at the top or bottom of the list. An enrichment score (ES) was calculated for each of these gene sets and it reflects the degree to which a gene set is overrepresented at the extremes (top or bottom) of the entire gene list [30]. ES was normalized for each gene set to account for differences in gene set size, yielding a normalized enrichment score (NES). The false discovery rate (FDR) corresponding to each NES was then calculated [30]. For further analyses we used the gene sets meeting these cut-off requirements: false discovery rate (FDR) <25% and p-value <0.05. Enriched gene sets were identified in both LY294002 and vehicle (DMSO) data. If a high number of functional categories had FDR above 25% cut-off, then the top 20 gene sets were selected for further analysis.

### User Defined (UD) Gene Sets

UD Gene sets were generated by us using the probe set search tool and the molecular function class of Gene Ontology annotations from GeneSpring GX 7.3.1., as described [21]. Probe set redundancy was eliminated in all gene sets using the CollapseDataset function in GSEA. All probe set identifiers were converted to the Human Genome Organization (HUGO) annotations, and probe sets lacking corresponding HUGO annotations were excluded. A total of 90 user-defined gene sets were generated.

### Gene Sets from the Molecular Signature Database

To provide an additional set of functional categories, we used GSEA in combination with C2 gene sets from the GSEA Molecular Signature Database (MgSigDB), as described (James et al, PLoSONE, accepted December 15^th^, 2009). The C2 data base is represented by a collection of gene sets containing information about specific biological processes, metabolic and signaling pathways, chemical and genetic perturbations, disease phenotype and animal models and also gene sets from the biomedical literature. At the time of the analyses, C2 was comprised of 1137 gene sets. The gene sets from the C2 data base are separated in 2 categories: CP canonical pathways- canonical representations of biological processes compiled by domain experts) and CGP (chemical and genetic perturbations- gene set representing genes induced or repressed by the perturbation) (http://www.broad.mit.edu/gsea/msigdb/collections.jsp#C2).

## Results

### Genes Differentially Regulated between DMSO and LY294002 Treatments

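LY294002 blocks the kinase activity of PI3K, the lipid kinase upstream of Akt, and DMSO is the solvent used as vehicle. Chondrocytes from the long bones of embryonic day 15.5 mice were plated in monolayer and treated with 10 µM LY294002 or an equal volume of DMSO, in 3 independent experiments. The paper and the sample labels give a treatment of 24 h, whereas the text deposited with the arrays gives 2 h. RNA was hybridized to Affymetrix mouse expression arrays, on which most genes are read by 1 or more probe sets. The deposited table holds 15 arrays, 3 for each of 5 treatments. Besides DMSO and LY294002 these are the kinase inhibitors U0126 and SB202190 and the histone deacetylase inhibitor Trichostatin A, whose doses are not given in the paper's text or the labels. The values are log2 signals normalized between arrays by the authors. The paper names GC-RMA for its deposited arrays and RMAExpress for its gene set analysis, and which procedure made the table is not settled. The fold changes of single genes in the paper come from another normalization, MAS 5.0, whose values are not in this table. Of 45037 probe sets without array controls, 34562 had a mean log2 signal of at least 5.64, a signal of 50, in DMSO or LY294002. These were compared with limma, which fitted 1 mean per treatment to all 15 arrays. Adjusted p values are Benjamini-Hochberg values over these probe sets, two-sided. The number of arrays limits the precision, and the median standard error of a log2 difference was 0.10. An exact permutation test of 3 arrays against 3 cannot give a p under 0.1, so no p from permutations is reported.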

We performed microarray analyses to identify genes regulated by the PI3K/Akt pathway in primary chondrocytes. We first filtered the gene list generated with Gene Spring GX 7.3.1 based on fold change between the DMSO and LY294002 treatments. The starting gene list for the fold change filter was represented by probe sets showing a reliable signal. A number of 5035 probe sets was changed at least 1.4-fold between the 2 conditions (DMSO and LY294002). 2703 probe sets were at least 1.4-fold up-regulated under PI3K inhibition with LY294002 while 2332 genes were at least 1.4-fold down-regulated by LY294002. 

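Akt, the kinase activated by PI3K, keeps FOXO transcription factors out of the nucleus, so targets of FOXO are a readout of the pathway. Of 25 FOXO targets, 11 were higher in LY294002, 1 was lower and 13 did not pass an adjusted p of 0.05 from limma. With adjustment over the list alone, 13 were higher and 1 was lower. The set test camera of limma gave this list an adjusted p of 4.63e-06 over 28 lists, and 0.209 with an estimated correlation between genes. Against DMSO the list also rose with SB202190 (adjusted p = 2.99e-05 from camera, or 0.368 with an estimated correlation), where 22 of the 25 had higher means. It rose with Trichostatin A too (0.000179, or 0.505) but did not pass with U0126 (0.493). Compared directly, it was higher in LY294002 than in SB202190 (0.0478, or 0.545) and U0126 (1.54e-05, or 0.394). A rise of this list was therefore not particular to LY294002. In LY294002, Klf2, a transcription factor, rose by 1.42 on the log2 scale (standard error 0.16, adjusted p = 9.78e-05 from limma). Txnip, an inhibitor of thioredoxin, rose by 1.14 (standard error 0.10), and Gadd45a, a stress response gene, by 0.78 (standard error 0.12). Ddit4, an inhibitor of mTOR signaling, was the lower one and fell by 0.93 (standard error 0.19). Over all genes, 1052 probe sets of 796 named genes were at least 1.4-fold higher in LY294002 than in DMSO, and 290 probe sets of 217 genes at least 1.4-fold lower. Of these, 940 and 230 passed the adjusted p of 0.05. Whatever their fold, 2362 probe sets were higher and 616 lower at this threshold. With the replicate number as a block, 4609 were higher and 1761 lower, among them all 2978 called without it. After quantile normalization 2309 were higher and 1410 lower.
Single arrays changed these counts. The number of probe sets at least 1.4-fold higher was 1962 without DMSO replicate 1, 664 without LY294002 replicate 1 and 1649 without LY294002 replicate 3, and the number at least 1.4-fold lower was 470 without DMSO replicate 1. At the adjusted p of 0.05 from limma, 4089 were higher without DMSO replicate 1, 1026 without DMSO replicate 2, 1050 without DMSO replicate 3 and 874 without LY294002 replicate 1. The calls that were lower numbered 1121 without DMSO replicate 1, 385 without DMSO replicate 2, 315 without DMSO replicate 3 and 333 without LY294002 replicate 2.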

Progressively, 416, 9 and 1 genes were 2-, 5- and 7-fold up-regulated by LY294002, respectively, and 596, 14, 1 genes were 2-, 5-, 7-fold down-regulated by LY294002 (Table 1). 

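The gene with the largest increase, Nnat, encodes neuronatin, a small protein of the endoplasmic reticulum, and the one with the largest decrease, Hpgd, encodes the dehydrogenase that inactivates prostaglandins. Nnat was 8.68 ± 0.13 in LY294002 and 7.10 ± 0.29 in DMSO (log2 signal, SD, n = 3), a 3.00-fold increase (adjusted p = 1.50e-05 from limma). Hpgd was 7.05 ± 0.31 in LY294002 and 9.11 ± 0.27 in DMSO, a 4.18-fold decrease (adjusted p = 1.66e-05 from the same test). At least 2-fold higher in LY294002 were 26 probe sets of 23 named genes, of which 21 probe sets passed the adjusted p of 0.05. At least 2-fold lower were 24 probe sets of 18 genes, of which 23 passed. No probe set changed by 5-fold or more in either direction. The number at least 2-fold higher was 53 without DMSO replicate 1 and 55 without LY294002 replicate 3.
Among probe sets past the adjusted p of 0.05 with every LY294002 array above every DMSO array, the largest increases besides those of Nnat, Klf2 and Txnip were in Dusp1, a phosphatase that dephosphorylates MAP kinases (log2 difference 1.37), and the nuclear receptor gene Nr4a2 (1.35). They were followed by the protease gene Adamts9 (1.32), the deubiquitinase gene Usp11 (1.23), the natriuretic peptide receptor gene Npr3 (1.20), Id4 (1.19), the histone gene H2aw (1.19), the kinase gene Rps6ka5 (1.14) and the transcription factor gene Sp4 (1.08). Of 5 other probe sets of Nr4a2, 3 passed in the same direction and 2 had the opposite sign, as did the single other probe set of Adamts9 and that of Sp4. Dusp1 had an adjusted p of 0.0117, and without DMSO replicate 2, LY294002 replicate 1 or LY294002 replicate 2 it was 0.0534, 0.0651 and 0.0535, in a range of 3.64e-05 to 0.272 over all alternatives. Ednrb, an endothelin receptor, fell by 1.58, Krt18, a keratin, by 1.47 and Sncg, a synuclein, by 1.35. Evi2a, Lipg, Adcy7, Hoatz, Tuba4a, Cavin4, Scd1 and Vegfd had log2 differences between -1.32 and -1.04. The DMSO mean of Sp4 and the LY294002 mean of Hoatz were below the filter level of 5.64, so the sizes of these changes are lower limits at best. Apart from that of Dusp1, no call named here was lost by leaving out a single array. The alternatives also include fits without a replicate number in every treatment. Over all of them the adjusted p reached 0.0845 for Id4, 0.0761 for Scd1, 0.0661 for Sncg and 0.0638 for Rps6ka5. It reached 0.0611 for Sp4, 0.0572 for Vegfd and 0.0553 for Nr4a2.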

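Many lysosomal and autophagy genes are under transcription factors that Akt and mTOR signaling restrain. Of 23 such genes, 6 were higher in LY294002, none was lower and 17 did not pass an adjusted p of 0.05 from limma. When adjusted over the list alone, 12 were higher and 1, Gla, was lower, a gene named after its value was seen. With the replicate block 11 were higher and 2 lower. In camera the adjusted p was 0.000358, and 0.422 with an estimated correlation. Glb1, a lysosomal galactosidase, was 1.52-fold higher (adjusted p = 0.00216 from limma), and the autophagy kinase gene Ulk1 was 1.51-fold higher. Map1lc3b, which encodes an autophagosome membrane protein, was 1.50-fold higher and Ctsa, a lysosomal carboxypeptidase, 1.36-fold higher. The median size of the difference between LY294002 and DMSO over all probe sets tested was 0.14 on the log2 scale, or 1.10-fold, and the 99th percentile was 1.60-fold. Of 1342 probe sets changed by at least 1.4-fold, 1292 (96.3%) were changed by less than 2-fold.

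**Figure D1:**
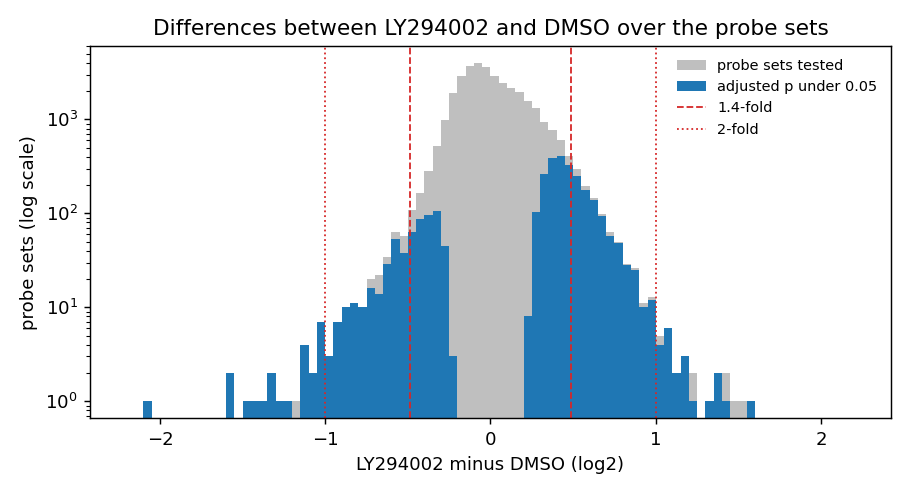
Distribution of the log2 difference between LY294002 and DMSO over the probe sets tested, with the part past an adjusted p of 0.05 from limma in blue. The largest increase was 1.58 and the largest decrease -2.06 on the log2 scale.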

Overall the gene expression changes were modest under PI3K inhibition with most of the differentially expressed genes being located in the < 2-fold change category; this finding is not unusual for the PI3K pathway as other authors noticed similar patterns in previous publications [3], [7]. This is one of the reasons we used the 1.4-fold change cut-off, in addition to previous observations from our published microarray data, showing that numerous markers of chondrocyte differentiation and targets of our studied signaling pathways had less than 1.5-fold change in gene expression between experimental conditions [21].

**Table 1:** Number of genes differentially regulated between DMSO and LY294002 treatments.

Fold change	DMSO vs. LY294002 (Total)	DMSO>LY294002	LY294002>DMSO
1.4	5035	2332	2703
2	1012	596	416
5	23	14	9
7	2	1	1
10	0	0	0

### Intersection between Genes Up-Regulated in Zone II and Down-Regulated by LY294002 (List #1)

The main focus of this study was to identify targets of the PI3K pathway in chondrocyte differentiation. Therefore we intersected the genes at least 1.4-fold up-regulated in zone II (hypertrophic zone) compared to zone I (proliferative/resting zone) (James et al, PLoSONE, accepted December 15^th^, 2009.) with the genes at least 1.4-fold down-regulated by LY294002, as potential genes up-regulated by PI3K signaling under physiological conditions. As before, the initial gene set for this experiment was a gene list filtered on the reliable signal. This resulted in the identification of 371 shared genes: both up-regulated during the chondrocyte hypertrophy and down-regulated upon PI3K inhibition (Figure 1B; Figure 2 - #1). Considering that filtering the gene lists on both statistical significance and reliable signal might be too stringent for all the intersections, we decided to use only the reliable signal as the filter for the intersected gene lists.

**Figure 1:**
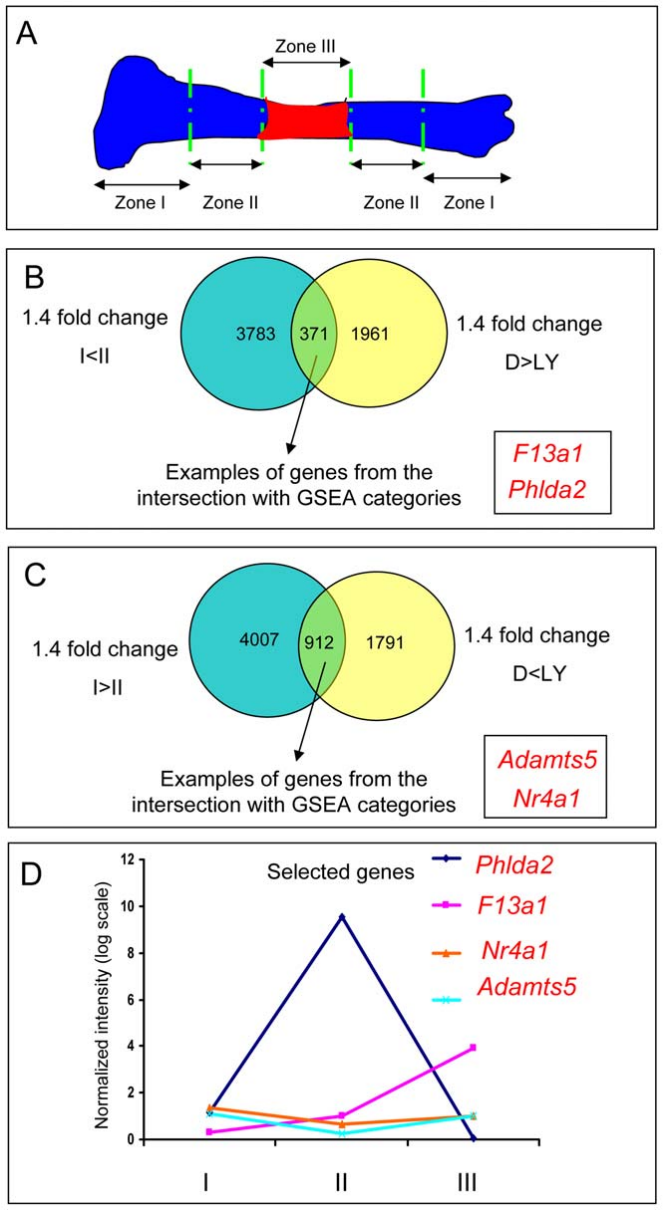
Intersection between genes differentially regulated in DMSO and LY294002 treatments and genes differentially expressed between zone II and zone I. (A) Schematic of the growth plate dissection used for the microdissected growth plate microarray analysis. (B) Intersection between genes up-regulated in zone II and down-regulated in LY294002 Genes 1.4 fold up-regulated in Zone II compared to Zone I (James et al, in revision) were intersected with genes 1.4 fold down-regulated by LY294002. 371 shared genes were identified. (C) Intersection between genes down-regulated in zone II and up-regulated in LY294002.Gene lists up-regulated by LY294002 were intersected with gene lists down-regulated in zone II. 912 probe sets were common to both categories. (D) Expression pattern of selected genes through out the growth plate. *Adamts5* and *Nr4a1* are both decreased in zone II compared to I and III. *Phlda2* is highly increased in zone II compared to I and III. *F13a1* shows increased levels of expression from zone I to zone III.

**Figure 2:**
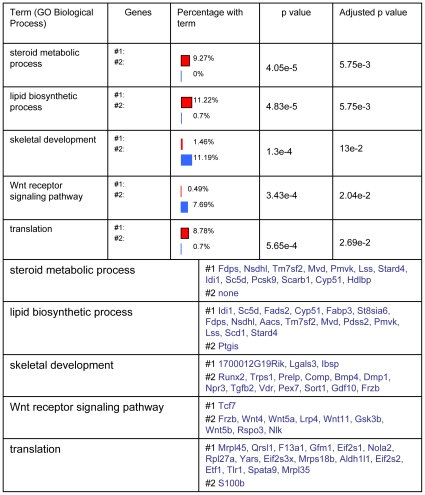
Functional categories identified by GO Biological Process associated with List #1 or with List #2. Functional categories identified from GO biological process at level 6 were presented in the order of the adjusted p-value. The first two categories identified were mostly associated with List #1 (genes both up-regulated in zone II and down-regulated by LY294002) and were represented by “steroid metabolic process” and “lipid biosynthetic process”. The “Translation” category was also highly associated with List #1. In contrast, 11.19% of genes in List #2 (genes both up-regulated in zone II and up-regulated by LY294002) were found in the “skeletal development” class. The percentage with term column represents the percentage of the number of genes in each particular list (List #1 top red: List #2 bottom blue) related to the total number of genes with annotations in both lists.

### Intersection between Genes 1.4-Fold Up-Regulated in Zone II and 1.4-Fold Up-Regulated by LY294002 (List #2)

The probe sets up-regulated in Zone II were also compared to the genes up-regulated by LY294002. 297 probe sets were both 1.4-fold up-regulated in zone II and 1.4-fold up-regulated in the LY294002 treatment (Figure 2 - #2). These genes were both up-regulated in differentiated chondrocytes and up-regulated upon PI3K inhibition with LY294002, opposite to the genes from the previous results section that were down-regulated by LY294002. Therefore, these genes appear to be down-regulated by PI3K during chondrocyte hypertrophy.

### FatiGO Functional Enrichment Identified Metabolic Categories Associated with List #1

We compared the genes from List #1 and List #2 in order to observe which class of genes up-regulated in zone II were down- or up-regulated by LY294002. The previous results have shown that a considerable number of probe sets (297) were up-regulated by LY294002 during chondrocyte differentiation; therefore not all probe sets associated with hypertrophy are also down-regulated by LY294002. We wanted to investigate in more detail which specific biological categories associated with chondrocyte differentiation were also down-regulated by PI3K inhibition.

We observed that a number of metabolic processes from GO Biological Process analysis was associated with List #1. Here we only present the most significant five Biological processes. The first two categories identified by GO biological process at level 6 are represented by “steroid metabolic process” and “lipid biosynthetic process” (Figure 2). 9.27% of the genes in List #1 are represented in the “steroid metabolic process” and 11.22% in the “lipid biosynthetic process”. The “Translation” category was also highly associated with List #1 (8.78% of the genes in List #1).

### Intersection between Genes Down-Regulated in Zone II and Up-Regulated by LY294002

Similar to the previous analysis, gene lists up-regulated by LY294002 were intersected with gene lists down-regulated in zone II, as potential gene targets down-regulated by PI3K activity under normal conditions and with a role in earlier stages of chondrocyte differentiation. 912 probe sets were common to both categories (Figure 1C).

### Gene Set Categories from C2 and UD Databases Enriched in DMSO or LY294002 Conditions

As described in the Methods section, in addition to the single gene analyses we used the GSEA algorithm, which is a microarray data analysis method that uses predefined gene sets and ranks of genes to identify significant biological changes in microarray data sets [21]. After performing the GSEA algorithm in association with the UD and C2 data sets, we found a number of functional categories enriched in either one of the 2 analyzed conditions, DMSO (Table 2, Table S1) and LY294002 (Table S2, S3). The gene sets are organized in tables based on their NES. UD gene sets were found to be associated either with the control condition or the LY294002 treatment. Some examples of the genes sets enriched in the LY294002 phenotype are: **Cartilage**, **TGFB**, **Adipose**, **Wnt3**, **ECM**, while sets enriched in the DMSO phenotype include **Sugar_bind**, **Structure**, **Interleukin-related**, **Hormone**, **Blood** **and Metabolism**. 

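The matrix genes of cartilage and their SOX regulators mark the chondrocyte phenotype, and TGF-beta, BMP and Wnt signals act on chondrocyte maturation. Of 27 cartilage matrix and SOX genes, 10 were higher in LY294002, none was lower and 17 did not pass an adjusted p of 0.05 from limma. Adjusted over the list alone, 17 were higher, and the camera test gave an adjusted p of 4.71e-08, or 0.343 with an estimated correlation. All 27 differences were positive, and with the replicate block 16 were called higher. Markers of 6 other cell types mostly had lower means in LY294002, in 26 of 29 for skeletal muscle, 12 of 12 for keratinocytes and epithelium, 16 of 21 for macrophages and leukocytes, 10 of 11 for osteoclasts, 9 of 11 for endothelium and 6 of 6 for erythroid cells, whereas of 20 markers of fibroblasts and perichondrium 13 had higher means and 7 lower. These values do not tell a change within chondrocytes from a changed mix of cells. Comp, a pentameric matrix protein, rose by 0.77 on the log2 scale (standard error 0.19), Matn1, a matrilin, by 0.76 (0.15), Fgfr3, a receptor that restrains chondrocyte proliferation, by 0.71 (0.12) and Prelp, a leucine-rich matrix protein, by 0.68 (0.17). The call of Comp was lost without DMSO replicate 2 (adjusted p = 0.0916) or LY294002 replicate 1 (0.0586), in a range of 0.000432 to 0.252 over all alternatives. That of Prelp was lost without DMSO replicate 2 (0.0737), DMSO replicate 3 (0.0677) and LY294002 replicates 1, 2 and 3 (0.0540, 0.0699 and 0.0532), in a range of 0.00113 to 0.30. Both calls were also lost after quantile normalization (0.0650 and 0.0987).
Of 38 genes of TGF-beta and BMP signaling, 14 were higher in LY294002, none was lower and 24 did not pass. With adjustment over the list alone 25 were higher, and with the replicate block 23. From camera the adjusted p was 4.71e-08, or 0.209 with an estimated correlation. Id4, a target of BMP signaling, was 1.82-fold higher in its most abundant probe set, the latent TGF-beta binding protein gene Ltbp3 1.66-fold, the receptor gene Tgfbr1 1.60-fold and Bmp4 1.54-fold. Of 40 Wnt ligands, receptors and modulators, 14 were higher, 25 did not pass and 1, Wnt10a, named after its value was seen, was lower. Adjusted over the list alone 16 were higher and 1 was lower, with an adjusted p from camera of 0.000358, or 0.209 with an estimated correlation. Sfrp1, a secreted Wnt antagonist, was 1.84-fold higher, the receptor genes Fzd9 and Fzd7 1.56-fold and 1.54-fold, and Dkk3 1.54-fold.
Of 13 adipogenesis genes, 3 were higher, 2 lower and 8 not past (5 and 2 adjusted over the list alone, and also with the replicate block), and the list did not pass in camera (adjusted p = 0.282, or 0.657 with an estimated correlation). Npr3, Zfp423 and Dlk1, the last an inhibitor of fat cell differentiation, were higher. The lipid binding protein gene Fabp4 was 1.75-fold lower, as was the lipid droplet gene Plin2 by 1.22-fold, the latter named after its value was seen. Without LY294002 replicate 1 the adjusted p of Fabp4 was 0.0509, in a range of 0.00218 to 0.0668, and that of Dlk1 was 0.0504 without DMSO replicate 3 and 0.0849 after quantile normalization, in a range of 0.00254 to 0.158. Zfp423 was lost without DMSO replicates 2 and 3 (0.0929 and 0.199) and LY294002 replicates 1 and 2 (0.187 and 0.136), with no filter (0.0545) and after quantile normalization (0.0707), in a range of 0.00147 to 0.344. Of 23 chemokines and interleukin receptors, 2 were higher, 4 lower and 17 not past (3 and 5 adjusted over the list alone, 4 and 5 with the replicate block), with an adjusted p from camera of 0.0886, or 0.422 with an estimated correlation. Il1rn, the interleukin 1 receptor antagonist, fell by 1.02 on the log2 scale (standard error 0.11, adjusted p = 9.34e-05 from limma), the chemokine gene Ccl9 by 0.88 and the receptor gene Il13ra1 by 0.62, while Cxcl12 rose by 0.64. Cxcl14 rose and Pf4 fell, both named after their values were seen.

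**Figure D2:**
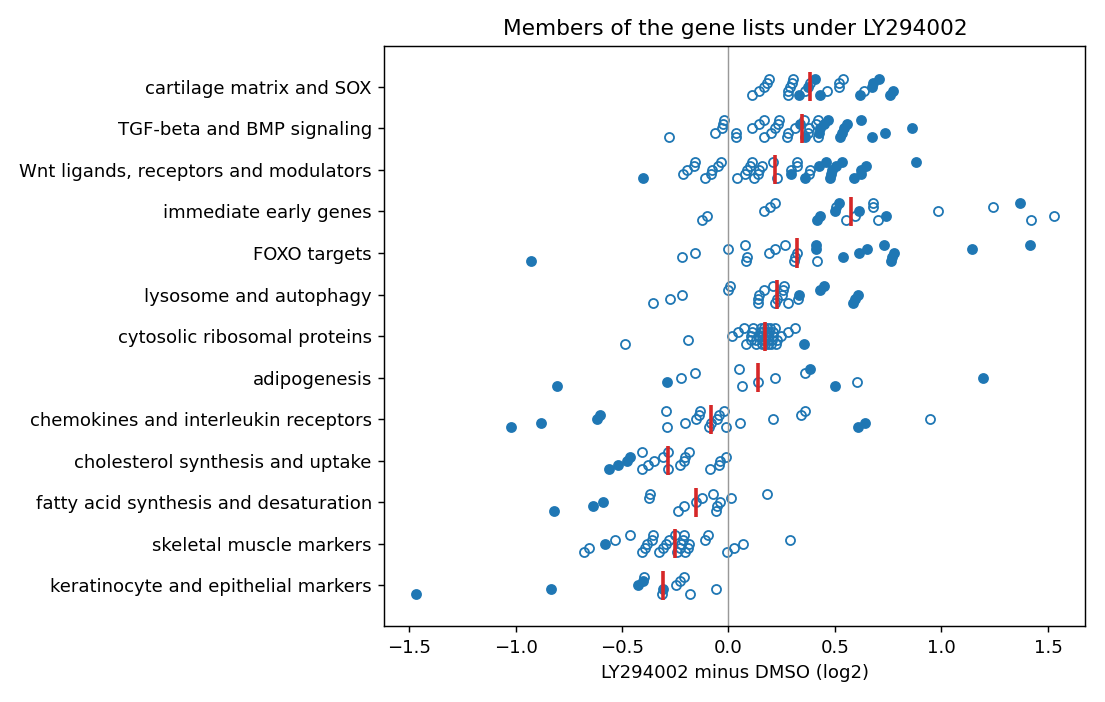
Log2 difference between LY294002 and DMSO of the members of 13 of the gene lists, 1 point per gene. Filled points passed an adjusted p of 0.05 from limma, and bars are medians. All 27 cartilage matrix and SOX genes lie right of 0 and all 19 genes of cholesterol synthesis and uptake left of it.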

The complete explanation of the C2 categories names can be found in the supplementary tables S1 and S2. Among the C2 gene sets, **Adip_diff_cluster2**, **St_Wnt_Beta_Catenin_Pathway,** **Vegf_Huvec_30min_up** are associated with the LY294002 treatment and **Cholesterol_Biosynthesis**, **IGF_vs_Pdgf_Up**, **Human_Tissue_Placenta** are associated with DMSO.

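Cholesterol and fatty acid synthesis are driven by SREBP transcription factors, which Akt activates, whereas immediate early genes respond within minutes to growth factors and stress. All 19 genes of cholesterol synthesis and uptake that were measured had a lower mean in LY294002 than in DMSO. Of these, 4 were lower at an adjusted p under 0.05 from limma, none was higher and 15 did not pass (9 were lower adjusted over the list alone, and 10 with the replicate block). The camera test gave an adjusted p of 2.56e-06, or 0.392 with an estimated correlation. Lss, the enzyme that forms lanosterol, was 1.47-fold lower (log2 difference -0.56, standard error 0.11, adjusted p = 0.00666 from limma) and the sterol dehydrogenase gene Nsdhl 1.38-fold lower (adjusted p = 0.00518). Fdps, which makes farnesyl diphosphate, was 1.43-fold lower and the desaturase gene Sc5d 1.39-fold lower. The adjusted p of Fdps was 0.0594 without DMSO replicate 2, 0.0771 without LY294002 replicate 2 and 0.0620 without LY294002 replicate 3, in a range of 0.000220 to 0.278. That of Sc5d was 0.0652 without DMSO replicate 1, 0.0978 without DMSO replicate 2, 0.0641 without LY294002 replicate 2 and 0.0977 without LY294002 replicate 3, in a range of 0.00213 to 0.260. Of 15 genes of fatty acid synthesis and desaturation, 3 were lower, none was higher and 12 did not pass (4 lower adjusted over the list alone, and 5 with the replicate block), with an adjusted p from camera of 0.000739, or 0.443 with an estimated correlation. Without DMSO replicate 1 it was 0.0624, in a range of 1.57e-07 to 0.443. They are the desaturase genes Scd1 (1.76-fold in its most abundant probe set) and Fads2 (1.55-fold) and the fatty acid ligase gene Acsl5 (1.50-fold).
Of 22 immediate early genes, 7 were higher in LY294002, none was lower and 15 did not pass. Adjusted over the list alone 13 were higher, and with the replicate block 16. For this list camera gave an adjusted p of 4.36e-05, or 0.417 with an estimated correlation. Beside Dusp1, the 4 largest called changes include Nr4a2, 1.67-fold higher in its most abundant probe set, the matrix protein gene Ccn1, 1.53-fold higher, and the transcription factor gene Maff, 1.43-fold higher. The adjusted p of Ccn1 from limma was 0.0819 without DMSO replicate 2, 0.143 without DMSO replicate 3, 0.134 without LY294002 replicate 1 0.127 without LY294002 replicate 2 and 0.0889 after quantile normalization, in a range of 0.000322 to 0.355. That of Maff was 0.0899 without DMSO replicate 2, 0.105 without LY294002 replicate 1 and 0.0607 without LY294002 replicate 2, in a range of 0.00462 to 0.263.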

**Table 2:** User defined (UD) gene sets enriched in DMSO.

NAME	SIZE of gene set	ES	NES	NOM p-val	FDR q-val
SUGAR_BIND	104	0.423	1.858	0.0004	0.014
MUSCLE	198	0.352	1.724	0.0004	0.030
STRUCTURE	151	0.351	1.653	0.0004	0.042
INTERLEUKINRELATED	175	0.343	1.650	<0.0001	0.032
HORMONE	75	0.388	1.626	0.0048	0.032
GLUCONEOGEN	31	0.461	1.581	0.0206	0.040
TNF_RECEPTOR	69	0.368	1.508	0.0134	0.064
**BLOOD**	111	0.326	1.451	0.0117	0.089
CATALYTIC	245	0.274	1.378	0.0059	0.135
PROTEASE_1	269	0.264	1.345	0.0105	0.155
CHEMOKINE	31	0.383	1.335	0.0990	0.151
CYTOKINE	127	0.286	1.308	0.0522	0.166
METABOLISM	196	0.257	1.256	0.0597	0.220
PROTEASE_2	268	0.240	1.219	0.0615	0.261
HEPARIN BIND	37	0.325	1.163	0.2339	0.350
WNT_2	19	0.381	1.159	0.2661	0.336
RGS_RELATED	44	0.312	1.157	0.2326	0.319
NEG_APOPTOSIS	50	0.295	1.119	0.2777	0.382
HEPATOCYTE	19	0.346	1.040	0.3997	0.576
ERK_RELATED	40	0.284	1.039	0.3946	0.548
PHOSPHATASE	473	0.187	1.010	0.4053	0.614
CYTOPLASM	411	0.186	0.991	0.4841	0.644
POS_APOPTOSIS	79	0.234	0.984	0.4839	0.637
ACTIN_CYTOSKEL	38	0.265	0.960	0.5223	0.685
DUSP	20	0.311	0.946	0.5225	0.701
MEMBRANE	260	0.176	0.893	0.7874	0.824
ANGIOGEN	57	0.225	0.885	0.6628	0.813
LIVER_2	260	0.173	0.876	0.8444	0.804
OBL_OCLAST	16	0.246	0.710	0.8549	0.987
APOPTOSIS	39	0.187	0.680	0.9331	0.969

ES, enrichment score.

NES, normalized enrichment score.

NOM p-val, the uncorrected p-value.

FDR q-val, false discovery rate and multiple testing corrections (q-value).

### Intersection of Single Gene Analyses and GSEA

The GSEA functional categories obtained from the previous analysis were then intersected with genes differentially regulated between DMSO and LY294002 treatments from the single gene analysis array data. 

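A transcript can fall under LY294002 through PI3K, through genes downstream of it or through other effects of the inhibitor, which these arrays do not separate. Tables S4 and S5 list 181 genes lower in LY294002 in their column A, and 166 of them could be matched to a probe set and measured. Of these 166 genes, 162 had a lower mean in LY294002 than in DMSO, 38 were at least 1.4-fold lower and 63 were lower at an adjusted p under 0.05 from limma. When adjusted over the list alone 84 were lower, which is not independent evidence, since the study chose the genes on these cultures. By any probe set of the gene 72 were lower, and the median log2 difference was -0.32. Without LY294002 replicate 2 the number was 39. Among entries of the paper's tables that could be matched to a gene here, the largest decreases, after that of Phlda2, are those of Il6ra, the interleukin 6 receptor, Dusp9, a MAP kinase phosphatase, and Actn2, a sarcomeric actinin. Dusp9 was 1.36-fold lower (standard error 0.09 on the log2 scale, adjusted p = 0.00865 from limma). Actn2 was 1.25-fold lower (standard error 0.18, adjusted p = 0.288) and Il6ra 1.07-fold lower (standard error 0.10, adjusted p = 0.581), and neither passed.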

We intersected the gene sets associated with the DMSO phenotype from the C2 and UD categories with genes 1.4-fold down-regulated in LY294002 treatment (Table S4, S5, Column A). Similarly we intersected gene sets associated with the LY294002 phenotype with genes 1.4-fold up-regulated in the LY294002 treatment (Tables S6, S7, Column A).

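The growth plate zones order chondrocytes by their maturation. Tables S6 and S7 list 219 genes higher in LY294002 in their column A, of which 204 were measured. Of these, 199 had a higher mean in LY294002 than in DMSO, 100 were at least 1.4-fold higher and 134 were higher at an adjusted p under 0.05 from limma. With this list adjusted alone 173 were higher, which again is not independent evidence, and 148 were higher by any probe set of the gene. The median log2 difference was 0.48. The number was 83 without DMSO replicate 2, 83 without DMSO replicate 3 and 79 without LY294002 replicate 1. Among entries of the paper's tables that could be matched to a gene and a fold here, the largest increases are those of Bckdk, a kinase of branched-chain amino acid breakdown, the interferon regulatory factor gene Irf5, the kinase gene Pim1 and Eln, which encodes elastin. Eln rose by 0.51 (standard error 0.09, adjusted p = 0.00259 from limma), and its adjusted p was 0.0505 after quantile normalization, in a range of 0.000395 to 0.0847. Pim1 rose by 0.75 (standard error 0.18, adjusted p = 0.0184), which was lost without DMSO replicate 3 (0.0847) or LY294002 replicate 1 (0.106), in a range of 0.000267 to 0.154. Bckdk rose by 0.31 (standard error 0.09, adjusted p = 0.0386), which was lost without DMSO replicates 2 and 3 (0.153 and 0.120) and LY294002 replicates 1 and 3 (0.177 and 0.0600) and after quantile normalization (0.0648), in a range of 0.00616 to 0.244. Irf5 did not pass, with a log2 difference of -0.23 (standard error 0.09, adjusted p = 0.124), though with the replicate block it was lower (0.0454, in a range of 0.0454 to 0.440). From genes lower in LY294002 and higher in the hypertrophic zone, the paper proposes targets that PI3K signaling raises under physiological conditions. From genes higher in LY294002 and lower in the hypertrophic zone, it proposes targets that PI3K holds down and that act in earlier stages of chondrocyte differentiation.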

### Intersection of Genes in GSEA Categories, 1.4-Fold Down-Regulated by LY294002 Treatment and 1.4-Fold Up-Regulated in Zone II Compared to Zone I

Genes obtained from the intersection of the GSEA C2 or UD categories with genes 1.4-fold down-regulated by LY294002 were further intersected with genes up-regulated in the hypertrophic zone (Zone II) (Table S4, S5, column B). From the final intersection we selected specific genes for confirmation, based on their identification in multiple C2 or UD categories and information from the literature. 

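F13a1 encodes the A subunit of coagulation factor XIII, a transglutaminase that cross-links proteins of the extracellular matrix and is also made by macrophages. Its single probe set had a log2 signal of 7.84 ± 0.33 in LY294002 and 8.44 ± 0.13 in DMSO (SD, n = 3). This is a 1.51-fold decrease (log2 difference -0.60, standard error 0.16, adjusted p = 0.0329 from limma). By replicate number the decrease was 1.27-fold, 1.57-fold and 1.74-fold. The call was lost without DMSO replicate 1 (adjusted p = 0.0574), DMSO replicate 2 (0.0585), DMSO replicate 3 (0.0961), LY294002 replicate 2 (0.120) or LY294002 replicate 3 (0.0960), in a range of 0.00681 to 0.225 over all alternatives. It was also lost when only the 6 DMSO and LY294002 arrays were fitted (0.0947). With the replicate number as a block the call was kept, with an adjusted p of 0.00681, the lowest of the alternatives. Of 21 markers of macrophages and leukocytes, 1 was higher in LY294002, 2 were lower and 18 did not pass, and the numbers adjusted over the list alone were the same. From camera this list had an adjusted p of 0.0332, or 0.422 with an estimated correlation, and a median log2 difference of -0.10. The list was no longer past the threshold without DMSO replicate 3 (0.229) or LY294002 replicate 1 (0.174), with no filter (0.0671), with the mean of probe sets (0.0637) and after quantile normalization (0.338), in a range of 0.0105 to 0.422. Laptm5, a lysosomal protein of blood cells, fell by 1.01 and Lcp1, an actin bundling protein of leukocytes, by 0.42, while the lysozyme gene Lyz2 rose by 0.46. The call of Laptm5 was lost without DMSO replicate 3 (0.182) or LY294002 replicates 1 and 2 (0.196 and 0.0541), in a range of 0.0110 to 0.196. That of Lcp1 was lost without DMSO replicates 2 and 3 (0.144 and 0.145) or LY294002 replicates 1 and 2 (0.194 and 0.0642), in a range of 0.00544 to 0.314. That of Lyz2 was lost without DMSO replicate 2 (0.0626) or LY294002 replicate 1 (0.0556) and after quantile normalization (0.109), in a range of 0.00525 to 0.225.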

*F13a1* (coagulation factor XIII, A1 subunit) was identified in both C2 and UD categories: in C2 **Carries_Pulp_High_Up** and **Stossi_Er_Up** and in UD **Blood** and is 2-fold decreased in LY294002 compared to DMSO (Table S4, S5). In addition, factor XIIIa has already been implicated in chondrocyte hypertrophy [33], making it an interesting candidate for further investigation. 

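Phlda2 is an imprinted gene that encodes a small protein with a pleckstrin homology domain, a fold that binds the phosphoinositides made by PI3K. Its probe set had a log2 signal of 7.38 ± 0.07 in LY294002 and 8.40 ± 0.09 in DMSO (SD, n = 3). This is a 2.03-fold decrease (log2 difference -1.02, standard error 0.10, adjusted p = 4.14e-05 from limma), larger than the spread between the arrays. By replicate number the decrease was 2.00-fold, 2.03-fold and 2.07-fold. The adjusted p stayed between 5.18e-07 and 0.0178 under all 19 alternatives.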

*Phlda2* (pleckstrin homology-like domain, family A, member 2) was identified in C2 **Nakajima_Mcsmbp_Mast** and **Human_Tissue_Placenta** and is largely decreased in LY294002 (8-fold) compared to DMSO (Table S4, S5). *Phlda2* is also substantially increased in zone II compared to I (∼8-fold). There is no information on the role of Phlda2 in bone growth and our study identified this gene as a novel marker of chondrocyte hypertrophy. Phlda2 is known to be involved in placental growth regulation and contains a PH domain [34], [35].

### Intersection of Genes in GSEA Categories, 1.4-Fold Up-Regulated by LY294002 Treatment and 1.4-Fold Down-Regulated in Zone II Compared to I

Similar to the previous section, genes obtained from the intersection of C2 or UD categories with genes 1.4-fold up-regulated in LY294002 treatment were further intersected with genes down-regulated in zone II of the growth plate compared to zone I (Table S6, S7, column B). *Nr4a1* and *Adamts5* were selected from the resulting gene list for further analyses. 

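Nr4a1 encodes an orphan nuclear receptor of the immediate early class, whose transcript rises and falls quickly after a stimulus. Its probe set had a log2 signal of 10.7 ± 1.06 in LY294002 and 9.22 ± 0.33 in DMSO (SD, n = 3), a 2.88-fold increase (log2 difference 1.53, standard error 0.49). The increase did not pass the threshold (adjusted p = 0.0619 from limma). By replicate number the log2 difference was 2.26, 2.08 and 0.24, and every LY294002 array was above every DMSO array. With the replicate number as a block the adjusted p was 0.00201, and without LY294002 replicate 3 it was 0.00890, in a range of 0.00146 to 0.394 over all alternatives.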

*Nr4a1* (nuclear receptor subfamily 4, group A, member 1) was 2.7-fold up-regulated in LY294002 (Table S6, S7) and identified in C2 **AD12_Any_DN**, **AD12_24 hrs_DN** and **Vegf_Huvec_30 min_UP** and UD **2_DNAbind** and **Nucleus_2**. It is also 2-fold decreased in zone II compared to I. Nr4a1 (also known as Nur77) is an orphan member of the nuclear receptor superfamily and exerts opposing biological effects: proliferation, survival and death after induction by extracellular stimuli. The mitogenic activity of Nr4a1 requires DNA binding and translocation to the nucleus [36]. It was suggested that Akt plays a positive a role in the translocation of Nr4a1 from the nucleus to cytoplasm in HEK293T cells [36] and that PI3K inhibition might be related to Nur77 activation leading to apoptosis in HepG2 cells [37]. Our data suggest that there is also regulation at transcriptional level. All these findings make Nr4a1 a potential candidate as a target of the PI3K/Akt pathway in growth plate. *Adamts5* (a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 5 (aggrecanase-2)) was found in UD **Adipose**, **ECM** and **Integrin_rel** and is 4.7-fold down-regulated in zone II compared to I. It is also 1.45-fold up-regulated in response to LY294002 treatment (Table S7). 

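ADAMTS5 is an aggrecanase, one of the proteases that cut the cartilage proteoglycan aggrecan. The most abundant probe set of Adamts5 had a log2 signal of 10.4 ± 0.21 in LY294002 and 9.70 ± 0.27 in DMSO (SD, n = 3). This is a 1.68-fold increase (log2 difference 0.75, standard error 0.15, adjusted p = 0.00650 from limma). By replicate number it was 1.63-fold, 1.92-fold and 1.50-fold. A probe set of the gene with a lower signal was 1.49-fold higher (adjusted p = 0.0302), and another was 1.19-fold higher and did not pass (adjusted p = 0.248, or 0.0369 with the replicate block). The mean of the probe sets was 1.44-fold higher. Of 18 extracellular proteases and their inhibitors, 5 were higher, 1 was lower and 12 did not pass (6 and 2 adjusted over the list alone), and the list did not pass in camera (adjusted p = 0.201, or 0.517 with an estimated correlation). Beside Adamts9 and Adamts5, Mmp11, a stromelysin, was 1.76-fold higher (adjusted p = 0.00432). Mmp3, the lower one, was 1.80-fold lower (adjusted p = 0.0174) and lost its call without LY294002 replicate 2 (0.0730), in a range of 0.000782 to 0.211.

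**Figure D3:**
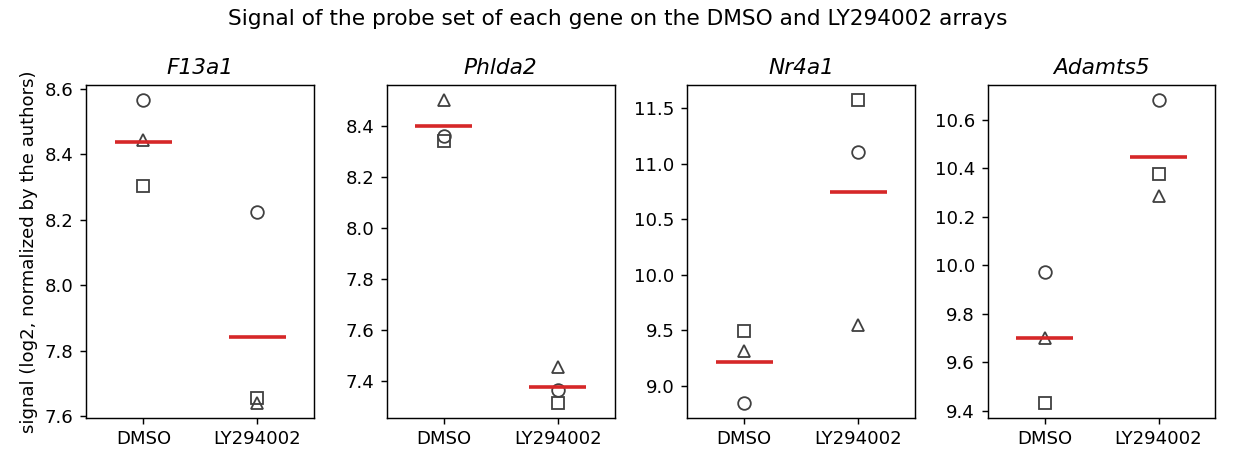
Log2 signal of F13a1, Phlda2, Nr4a1 and Adamts5 on each DMSO and LY294002 array, with the mean of 3 arrays as a bar. Phlda2 lies near 8.40 in DMSO and 7.38 in LY294002, while the 3 arrays of Nr4a1 in LY294002 have an SD of 1.06.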

Adamts5 is mostly studied in connection with osteoarthritis and in articular cartilage due to the observation that *Adamts5^−/−^* mice are protected from cartilage degradation in a model of osteoarthritis [38].

### Pattern of Expression of Selected Genes Throughout the Growth Plate

As shown in previous publications from our laboratory, well known chondrocyte differentiation markers, such as *Col10a1*, *Mmp13*, *Ibsp* and *Sox* family members, show the expected expression pattern over the 3 zones in the growth plate microdissection system [24] (James et al, PLoSONE, accepted December 15^th^, 2009.). The expression of the above selected genes was analyzed throughout the growth plate. *Adamts5* and *Nr4a1* are both decreased in zone II compared to I and III (Figure 1C). While *Phlda2* shows substantial increased expression in zone II compared to the other two zones, *F13a1* is also up-regulated in zone III compared to zone II, maintaining high levels of expression in terminal differentiated chondrocytes. Interestingly, *F13a1* shows a similar pattern of expression as genes with an important role in terminal chondrocyte differentiation, such as *Col10a1*, *Ibsp* and *Mmp13* (Figure 1C, James et al, PLoSONE, accepted December 15^th^, 2009

### Confirmation of Array Data by Real-Time PCR

A set of genes was chosen for the real-time validation of the microarray data. Expression of *F13a1* and *Phlda2*, chosen as target genes of PI3K in hypertrophic chondrocyte differentiation, were confirmed by real-time RT PCR. These genes showed a similar trend and fold change compared to the microarray data: *F13a1* (Figure 3E) and *Phlda2* (Figure 3F) were 1.65- and 5-fold down-regulated by LY294002. In contrast, *Nr4a1* (Figure 3H) and *Adamts5* (Figure 3G) were 1.9- and 1.65-fold up-regulated by LY294002, again validating the trends observed in our microarrays.

**Figure 3:**
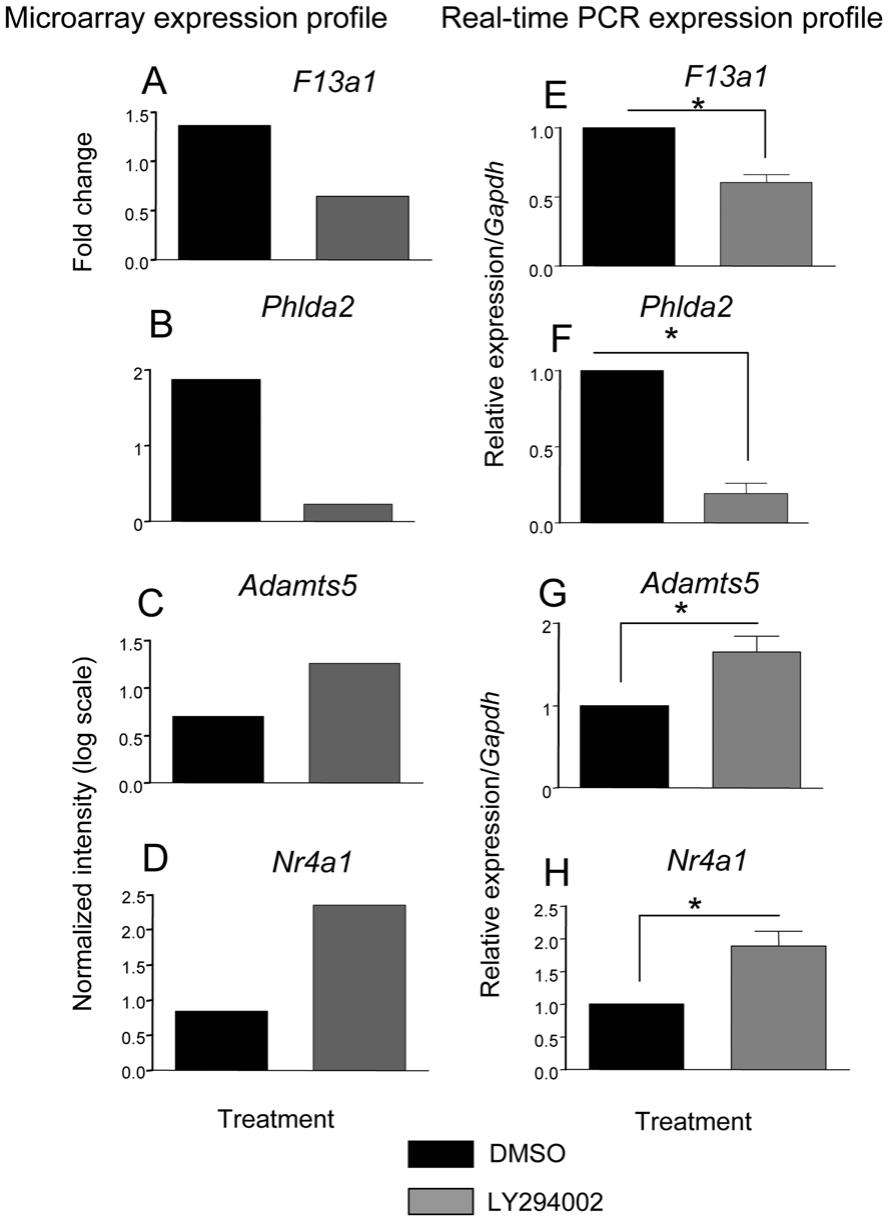
Real-time RT PCR confirmation of selected genes: *F13a1*, *Nr4a1*, *Adamts5*, *Phlda2*. Real-time PCR demonstrates that relative transcript levels for *F13a1* and *Phlda2* were decreased in LY294002 treatment after 24 hours while *Adamts5* and *Nr4a1* transcripts were increased in response to LY294002. Data were normalized to *Gapdh* (Glyceraldehyde 3-phosphate dehydrogenase) mRNA levels. The results represent average fold change between DMSO and LY294002 treatments from 4 independent trials (n = 4). T-test -2 sample unequal variance was used and a *p-value <0.05 was considered significant.

### Decreased Levels of Factor XIIIa in the Tibial Growth Plate under PI3K Inhibition

The expression pattern of factor XIIIa has already been analyzed in mammalian and avian growth plates [33], [39], [40] and was shown to be increased in hypertrophic chondrocytes and areas of mineralization. Factor XIIIa levels are also increased in osteoarthritic articular cartilage compared to age-matched normal articular cartilage [39]. For these reasons, we decided to follow up on factor XIIIa as an interesting target of the PI3K pathway in differentiated chondrocytes. To examine regulation of the corresponding protein in the authentic three-dimensional context of the intact growth plate, we cultured E15.5 mouse tibiae for 6 days in the presence of DMSO or 10 µM LY294002 and processed them for immunohistochemistry (Figure 4A). The *F13a1* microarray expression pattern in the growth plate was confirmed at the protein level, with increased levels in the hypertrophic zone (Zone II) compared to the resting/proliferating zone (Zone I) and the maintenance of this expression in the mineralized area (Zone III), adding confidence to the results of the microarray data analysis (Figure 1C). Protein levels of factor XIIIa were markedly decreased in the LY294002-treated tibiae compared to the DMSO control (Figure 4A). Factor XIIIa expression levels were also quantified by western blotting in both primary cell chondrocyte monolayer cultures and tibia organ cultures (Figure 4B), showing that LY294002 treatment results in decreased factor XIIIa protein levels. Interestingly, the factor XIIIa protein size identified in our system was 37 kDa, which was also identified as the cell and tissue specific form of factor XIIIa in chondrocyte and osteoblast cultures, bone tissue and macrophages [41].

**Figure 4:**
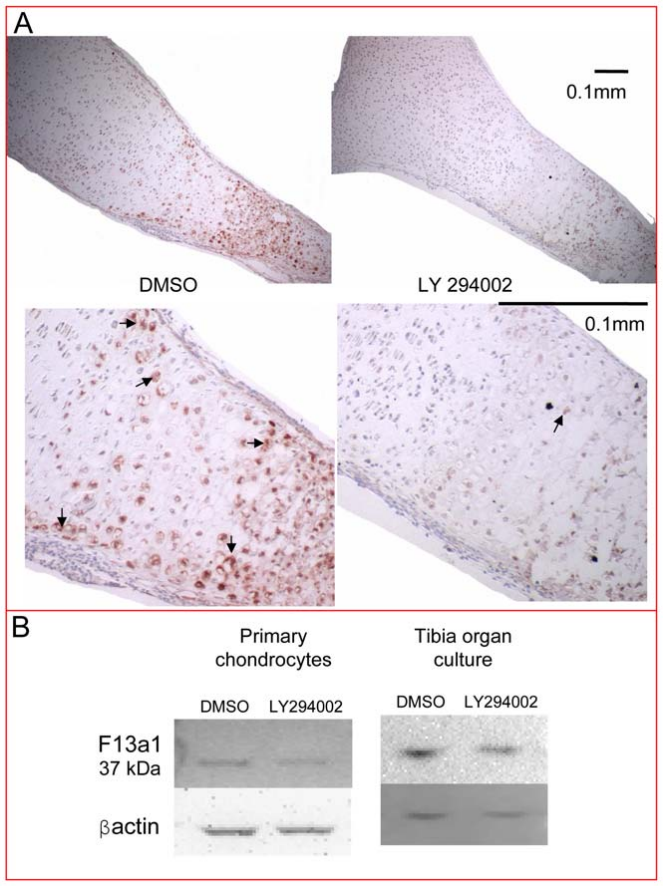
Decreased factor XIIIa protein levels in the tibial growth plate under PI3K inhibition. (A) E15.5 mouse tibiae cultured for 6 days in the presence of DMSO or 10 µM LY294002 were processed for immunohistochemistry. Protein levels of factor XIIIa were decreased in the LY294002-treated growth plates compared to the DMSO control, as shown by the red-brown stain (arrows). (B) Factor XIIIa protein levels were also analyzed by western blotting in both primary cell chondrocyte monolayer cultures after 24 hours and tibiae grown for six days in organ culture, showing decreased factor XIIIa protein levels under PI3K inhibition.

### Increased Expression of Phlda2 in Zone II

The microarray expression pattern of Phlda2 was confirmed by real-time PCR. *Phlda2* was highly expressed in the prehypertrophic/hypertrophic growth plate zone (Zone II) (Figure 5A). The expression pattern in the growth plate was also confirmed by immunohistochemistry (Figure 5B, C).

**Figure 5:**
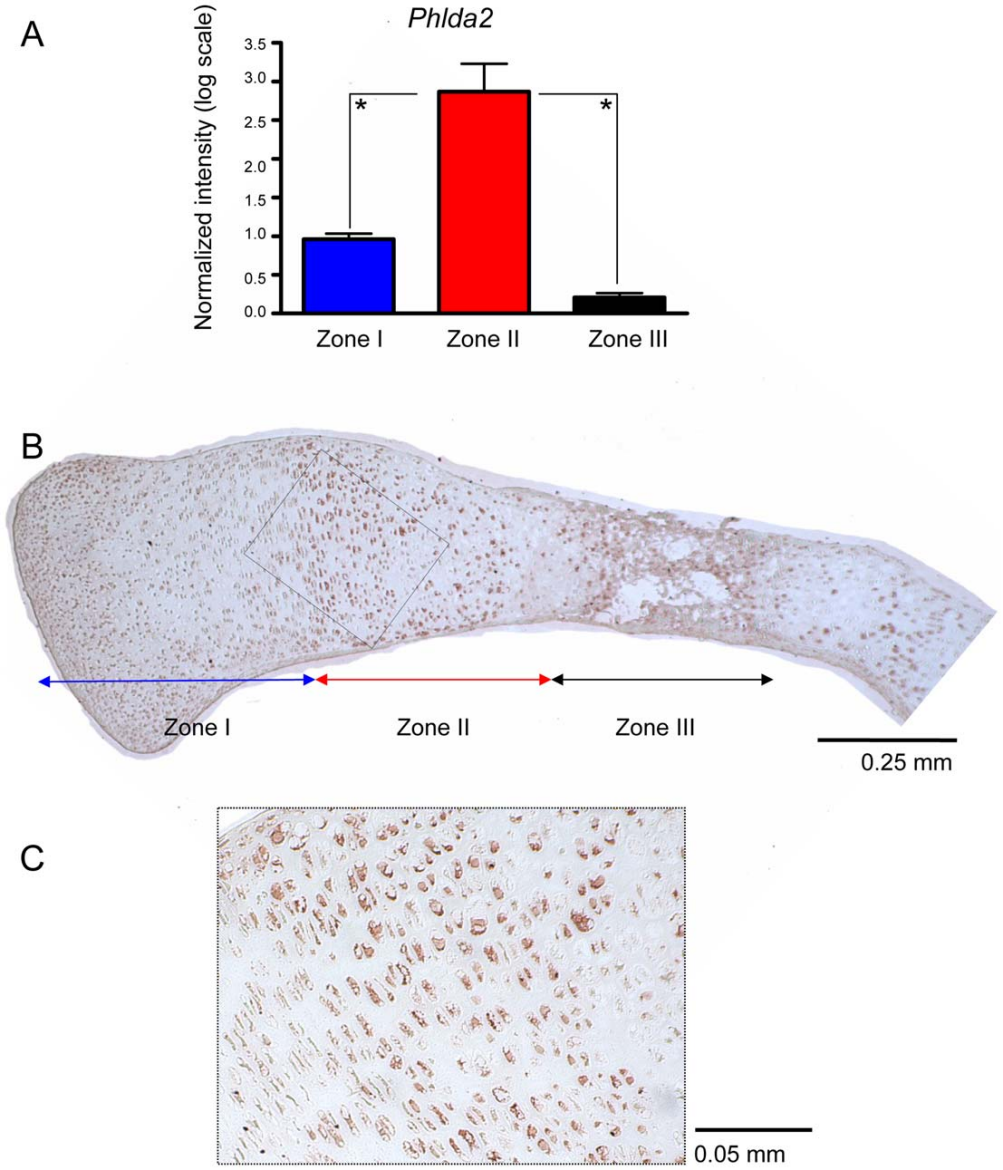
Increased expression of Phlda2 in the hypertrophic zone. (A) RNA was isolated from the 3 growth plate zones. Real-time PCR analyses showed increased expression of *Phlda2* in Zone II compared to Zone I and III. The lowest levels of expression were observed in zone III (13.6 fold change compared to zone II). The presented results are relative to *Gapdh* endogenous control; n = 3, *p<0.05. (B) Expression pattern of Phlda2 within the growth plate after 6 days of culture in the presence of DMSO. Immunohistochemistry analysis showed increased expression of Phlda2 in prehypertrophic/hypertrophic chondrocytes (Zone II) (red-brown stain). (C) The inset shows a higher magnification of Zone II.

## Discussion

We have identified that the PI3K/Akt pathway plays a role in hypertrophic chondrocyte differentiation in a previous publication [11]. Here we present a model of target screening in hypertrophic chondrocytes by comparing two different microarray systems, one of primary chondrocytes treated with an inhibitor of the PI3K/Akt pathway and the other one of microdissected growth plate chondrocytes. By intersecting data obtained from these two systems, we identified possible targets of the PI3K/Akt pathway in hypertrophic chondrocyte differentiation.

One of the microarray systems used in this study was represented by the comparison of gene expression in primary chondrocytes isolated from E15.5 mouse long bones treated with the PI3K inhibitor LY294002 or DMSO. 

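Targets of p53, the transcription factor of the DNA damage response, and genes of the interferon response include members with small changes. Among the p53 targets, 4 of 16 were lower in LY294002 and 12 did not pass an adjusted p of 0.05 from limma. Adjusted over the list alone 4 were lower and 1, Trp53inp1, named after its value was seen, was higher. The camera test gave an adjusted p of 0.000638, or 0.209 with an estimated correlation. The lower genes are the nuclease gene Aen, the death receptor gene Tnfrsf10b, the RNA binding protein gene Zmat3 and the membrane protein gene Perp, each between 1.24-fold and 1.40-fold lower. Among 22 genes of the interferon response, 4 were lower and 18 did not pass (4 lower adjusted over the list alone), with an adjusted p from camera of 0.00129, or 0.209 with an estimated correlation. These are Isg20, Oas1a, Usp18 and Ifih1, between 1.24-fold and 1.29-fold lower. The calls of Perp and Ifih1 were kept without any single array, but their adjusted p reached 0.178 and 0.203 over all alternatives. Without DMSO replicate 3, the calls of Aen (0.0586), Tnfrsf10b (0.0723), Oas1a (0.118), Isg20 (0.0584) and Usp18 (0.115) were lost. Oas1a was also lost without LY294002 replicate 1 (0.100), Isg20 without DMSO replicate 2 (0.101) and LY294002 replicates 2 and 3 (0.0975 and 0.0771), and Usp18 without DMSO replicate 2 (0.107) and LY294002 replicates 1 and 3 (0.0965 and 0.0791). Zmat3 was lost without any one of DMSO replicates 1, 2 and 3 (0.0814, 0.0541 and 0.0983) or LY294002 replicates 1, 2 and 3 (0.0745, 0.0941 and 0.0912). Over all alternatives these adjusted p values ranged from 0.000559 to 0.142 for Aen, 0.00412 to 0.217 for Tnfrsf10b, 0.00213 to 0.225 for Zmat3, 0.00355 to 0.336 for Isg20, 0.00680 to 0.258 for Oas1a and 0.0114 to 0.308 for Usp18. Over all genes, 1808 of 2978 probe sets past the adjusted p of 0.05 (60.7%) were changed by less than 1.4-fold, and the median fold of the called probe sets was 1.36. Of all probe sets tested, 96.1% were changed by less than 1.4-fold.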

Most of the genes differentially regulated between the two treatments showed less than 1.4-fold changes, suggesting that interfering with the PI3K regulation results in small changes in gene expression, as also reported in previous publications [3], [7]. Considering these subtle changes in gene expression, we performed additional microarray data analysis to increase the probability of finding biologically significant targets. For example, subtle changes in the expression of multiple genes involved in the same biological process could still have biologically meaningful consequences, even if changes appear minimal when looking at individual genes. Therefore we implemented GSEA analysis, which was created for data sets showing small changes in gene expression. This method allows for analysis of gene sets grouped in functional categories associated with LY294002 treatment or control phenotypes. These gene sets were then intersected with genes 1.4-fold differentially regulated between DMSO and LY294002 treatments. The resulting genes from this intersection were further intersected with genes differentially expressed between two zones of the microdissected growth plate: zone I and II. The starting gene lists for these intersections were represented by the reliable signal and not the statistical analysis and reliable signal, as used before in other microarray data analyses from our laboratory [21], [22]. This approach was taken due to the multistep process for data analyses in which t-test analyses might be too stringent, eliminating biologically significant data.

We hypothesized that our dual approach of single gene analysis and GSEA algorithm generates highly relevant biological targets of the PI3K/Akt pathway in hypertrophic chondrocytes. The gene set 1.4-fold down-regulated in LY294002 was intersected with gene sets enriched in DMSO phenotype from the UD and C2 data bases. The resulted gene sets were then intersected with genes up-regulated in zone II compared to I (1.4-fold I < II). Using this approach, we aimed to identify genes up-regulated by the PI3K/Akt pathway under physiological conditions in hypertrophic chondrocytes compared to proliferative/resting chondrocytes. The same approach was also used to intersect genes down-regulated by the PI3K/Akt pathway (1.4-fold up-regulated by LY294002), enriched in the LY294002 phenotype in the GSEA analysis and up-regulated in zone I compared to II (1.4-fold I > II). However, the focus of our analysis was on the first intersection, as the major effects of the PI3K/Akt pathway were identified in the hypertrophic zone [11]. Among the genes found in this category, *Phlda2* and *F13a1* were also confirmed by real-time RT-PCR. Factor XIIIa was found mostly intracellular in the prehypertrophic-hypertrophic and mineralized areas, confirming the microdissection microarray data. Factor XIIIa protein levels decreased significantly upon PI3K inhibition, as noticed both in the immunohistochemistry and western-blotting experiments. The expression of factor XIIIa was also decreased in western blots from monolayer and organ cultures, suggesting that our monolayer microarray results are reflective of gene expression changes occurring in the authentic three-dimensional context of the growth plate. The size of the factor XIIIa protein identified in our cultures was 37 kDa, which has been shown to be specific for cartilage/bone tissues and macrophages and is an intracellular form of factor XIIIa [41]. The factor XIIIa was also identified as having a role in osteoarthritis [39], being associated with hypertrophic-like cells. In future experiments it would be of value to test the effects of the PI3K/Akt inhibition on the factor XIIIa in osteoarthritis models. Considering the toxic effects of the LY294002 and the lack of other non-toxic specific PI3K inhibitors for the moment, the system in which this experiment could be performed is an organ culture model of cartilage degradation.

In addition, we identified Phlda2 as a novel marker for hypertrophic chondrocytes, showing high expression in Zone II of the growth plate by both real-time PCR and immunohistochemistry.

We observed that a high number of genes are both up-regulated in zone II compared to zone I (therefore associated with a chondrocyte hypertrophic phenotype) and down-regulated by LY294002 (371 genes). A large number of genes were also up-regulated by LY294002 and in zone II (297 genes); therefore we cannot conclude that the PI3K pathway has a general stimulatory effect on expression of hypertrophic genes. Interestingly, the genes down-regulated by LY294002, in contrast to the ones up-regulated by LY294002, were identified by GO Biological Process analysis as part of a few lipid metabolic groups. It is known that hypertrophic chondrocytes are highly metabolically active cells [42], [43]. In addition, it was suggested before that cholesterol signaling stimulates chondrocyte hypertrophy [23]. Therefore, even if some genes up-regulated in the hypertrophic zone are also up-regulated by LY294002, they do not seem to be associated with the changes in lipid metabolism during hypertrophy.

In this study we propose a model for identification of PI3K/Akt signaling pathway targets in the hypertrophic stage of chondrocyte differentiation. This model could also be expanded to other pathways and organ systems. Due to the combined microarray approach, the possibility of identifying biologically significant targets is high, as demonstrated by our identification of *F13a1* as a target of the PI3K/Akt pathway in hypertrophic chondrocytes and Phlda2 as a novel hypertrophic marker.

## Supporting Information

Figure S1 Heat-maps generated by GSEA analysis. Heat-maps are shown for GSEA C2 and UD functional categories containing genes selected for detailed analysis in the manuscript (F13a1, Phlda2, Nr4a1 and Adamts5). The variability within the DMSO and LY294002 trials was found to be minimal.

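Primary cultures differ between preparations in the cells they contain and in their state, so arrays of 1 preparation can share changes that have nothing to do with the treatment. Over 34562 probe sets, Pearson correlations between arrays of the same treatment were 0.989 to 0.996, and between DMSO and LY294002 arrays 0.979 to 0.992. These correlations are across probe sets, which are not independent replicates. The median SD between replicates was 0.13 on the log2 scale in DMSO and 0.13 in LY294002, next to a median treatment difference of 0.14. Among the 6 arrays, the treatment accounted for 39.2% of the variance and the replicate number for 50.3%. Without replicate 1 the share of the replicate number was 23.0%. Between pairs of DMSO arrays, 495 to 2576 probe sets (1.43% to 7.45%) differed by at least 1.4-fold.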

(1.55 MB TIF) Click here for additional data file.

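Skeletal muscle lies next to the long bones from which the chondrocytes were dissected, and its contractile genes are nearly silent in other cells. Of 29 markers of skeletal muscle, 26 had a lower mean in LY294002 than in DMSO. At an adjusted p under 0.05 from limma 1 was lower, none was higher and 28 did not pass, and adjusted over the list alone 1 was lower. With the replicate block 7 were lower. The camera test gave an adjusted p of 0.000358, or 0.457 with an estimated correlation, and the median log2 difference was -0.25. The called gene, Cav3, encodes the caveolin of muscle and was 1.49-fold lower (adjusted p = 0.0136). Its call was lost without LY294002 replicate 2 (0.0652), in a range of 0.000326 to 0.157.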

Table S1 C2 gene sets enriched in DMSO control
(0.02 MB XLS) Click here for additional data file.

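PI3K and mTOR signaling control the production of ribosomes, and the proteins of the ribosome are among the most abundant transcripts of the cell. Of 41 cytosolic ribosomal protein genes measured, 39 had a higher mean in LY294002 than in DMSO. At an adjusted p under 0.05 from limma 1, Rpl37, was higher, none was lower and 40 did not pass, and adjusted over the list alone none passed. With the replicate block 3 were higher. The camera test gave an adjusted p of 0.000358, or 0.583 with an estimated correlation, and 0.523 after quantile normalization, in a range of 7.03e-06 to 0.583. The call of Rpl37, a 1.28-fold increase, was lost without DMSO replicates 2 and 3 (0.154 and 0.133) or LY294002 replicates 1 and 2 (0.150 and 0.0878), and after quantile normalization (0.0552), in a range of 0.00396 to 0.351. Of 24 genes of ribosome biogenesis, 5 were lower, none was higher and 19 did not pass. Adjusted over the list alone 5 were lower and 1, Nop10, was higher, and with the replicate block 9 were lower and 1 was higher. In camera this list had an adjusted p of 7.51e-05, or 0.422 with an estimated correlation. Against DMSO, 23 of the 24 genes had lower means with U0126 too (0.000106, or 0.694) and 20 of 24 with SB202190 (4.26e-06, or 0.518). Compared directly, the list did not pass between LY294002 and U0126 (0.171) or SB202190 (0.615). The decrease was therefore not particular to LY294002. In LY294002 against DMSO, Dkc1 and Nhp2, which belong to the complex that modifies ribosomal RNA, were 1.44-fold and 1.38-fold lower. Rrp12, Gnl3 and Rrp9 were between 1.25-fold and 1.32-fold lower. Nop10 and Rrp9 are named after their values were seen. The call of Dkc1 was kept without any single array, and those of Nhp2, Rrp12 and Gnl3 were each lost without DMSO replicate 3 (0.0566, 0.114 and 0.0979) and without LY294002 replicate 2 (0.0612, 0.0990 and 0.136). Those of Rrp12 and Gnl3 were also lost without DMSO replicate 1 (0.0558 and 0.0754) and LY294002 replicate 3 (0.0675 and 0.0812), and that of Gnl3 without DMSO replicate 2 (0.0677). The ranges of Nhp2, Rrp12 and Gnl3 over all alternatives were 0.000379 to 0.136, 0.00209 to 0.240 and 0.00127 to 0.212. That of Dkc1 was 0.000216 to 0.158. Of 19 translation factors, 1 was higher and 18 did not pass (1 higher and 1, Tufm, lower adjusted over the list alone, the latter named after its value was seen), with an adjusted p from camera of 0.515, or 0.886 with an estimated correlation. After quantile normalization the list passed (0.000346, in a range of 0.000346 to 0.886). The higher one, the elongation factor gene Eef2, was lost without DMSO replicate 3 (0.0884) or LY294002 replicates 1 and 2 (0.0737 and 0.0570), and after quantile normalization (0.261), in a range of 0.00481 to 0.261.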

Table S2 C2 gene sets enriched in LY294002 treatment
(0.02 MB XLS) Click here for additional data file.

Table S3 User defined (UD) gene sets enriched in LY294002 treatment
(0.02 MB XLS) Click here for additional data file.

Table S4 Genes found in the intersection of 1.4-fold change I<II and 1.4-fold change D>LY and C2 enriched in DMSO
(0.03 MB XLS) Click here for additional data file.

Table S5 Genes found in the intersection of 1.4-fold change I<II and 1.4-fold change D>LY with UD enriched in DMSO
(0.03 MB XLS) Click here for additional data file.

Table S6 Genes found in the intersection of 1.4-fold change I>II and 1.4-fold change D<LY with C2 enriched in LY294002
(0.03 MB XLS) Click here for additional data file.

Table S7 Genes found in the intersection of 1.4-fold change I>II and 1.4-fold change D<LY and UD enriched in LY294002
(0.04 MB XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

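Total RNA from primary mouse chondrocytes in monolayer was measured on 15 Affymetrix mouse expression arrays, 3 each for DMSO, LY294002, U0126, SB202190 and Trichostatin A. Conditions and replicate numbers were taken from the sample labels. The paper reports on the DMSO and LY294002 arrays only. Zone data of the growth plate, real-time PCR and protein measurements of the paper are not in the deposited table and were not analysed.

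The authors' values are log2 signals, 1 per probe set and array, normalized between arrays, with array medians between 6.90 and 7.00 and values between 3.02 and 14.4. Whether GC-RMA or RMA made them is not settled. The signals carry no counts, and the number of arrays limits the precision. Of 45101 probe sets, 64 array controls were left out. Of the 45037 kept, 34945 are annotated with 1 gene symbol, 932 with several and 9160 with none, and the named ones represent 18193 genes. Symbols were looked up by gene identifier in a RefSeq table, which held 34741 of the identifiers and changed none of the symbols. No genome build is given, so no coordinates are reported. Some items are not reported here.

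In each comparison a probe set was tested when its mean over the arrays of either group was at least log2 of 50, after the paper's setting of a signal of 50 in 25% of the conditions. limma 3.58.1 in R 4.3.3 fitted 1 mean per treatment to all 15 arrays with 10 residual degrees of freedom, followed by empirical Bayes moderation, and p values were adjusted by the Benjamini-Hochberg method over the probe sets tested. Fold changes are 2 to the power of the difference of the mean log2 values. LY294002, U0126, SB202190 and Trichostatin A were each compared with DMSO, and LY294002 with each of the other inhibitors directly.

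Same-numbered arrays were checked for pairing by correlating their deviations from the treatment means. The correlations were 0.771, 0.407 and 0.629 for DMSO and LY294002, 0.719, 0.541 and 0.329 for DMSO and U0126, and 0.237, 0.302 and 0.327 for DMSO and SB202190. For DMSO and Trichostatin A they were 0.242, 0.480 and 0.0268. The numbers therefore pair the arrays of the first 3 sets but not of the last, and a fit with the replicate number as a block was run as an alternative.

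A gene was represented by the probe set with the highest mean over the 15 arrays among those annotated to it alone. Each of 28 gene lists was tested in each comparison by counting the members past an adjusted p of 0.05, also adjusted over the list alone, and by camera of limma with a preset correlation of 0.01 and, as an alternative, an estimated one. The lists are cholesterol synthesis and uptake, fatty acid synthesis and desaturation, FOXO targets, lysosome and autophagy, immediate early genes, ERK feedback and ETS genes, glycolysis, cytosolic ribosomal proteins, ribosome biogenesis, translation factors, amino acid response and tRNA synthetases, cartilage matrix and SOX, hypertrophy and mineralization, extracellular proteases and inhibitors, Wnt ligands, receptors and modulators, TGF-beta and BMP signaling, adipogenesis, chemokines and interleukin receptors, interferon response, p53 targets, cell cycle, and markers of skeletal muscle, macrophages and leukocytes, osteoclasts, endothelium, fibroblasts and perichondrium, erythroid cells, and keratinocytes and epithelium. They are not the gene sets of the paper.

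The genes named are the 4 that the paper follows up, the 12 with the largest increase and the 12 with the largest decrease in LY294002 among called probe sets whose LY294002 arrays all lie beyond all DMSO arrays, up to 4 called members of each list with the largest change, the 5 highest and 5 lowest genes of each other inhibitor, and the 4 genes of each direction with the largest fold among those matched in Tables S4 to S7, whose values in the paper's tables had been seen. Where no member of a list passed, the 2 with the largest change were chosen. Genes of Tables S4 to S7 were matched by symbol, 347 by the current one and 23 by an older one, and 30 could not be matched. In 1 gene set of Table S7, growth factor receptors, the printed folds appear shifted against the genes, so no fold was taken from it, while its genes count in the tallies.

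The alternatives were the replicate block, a fit of the 2 groups' 6 arrays alone, no filter, a filter at a signal of 100, a filter on the mean over all arrays, quantile normalization, centring each array on its median, a trend and robust prior, the mean of all probe sets of a gene, the ratio of arithmetic means, the estimated correlation in camera, and leaving out each array in turn. Fits without the Trichostatin A arrays and without each replicate number in every treatment were added after the values were seen. On simulated data with the spread of these arrays, 60% of 1.4-fold changes and 95% of 2-fold changes were recovered, with 9 false calls among 166. The simulation changed 200 genes, whereas the real comparison gave 2978 calls. These rates therefore need not hold for the real arrays.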

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

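The gene lists, alternatives and tests of this section were chosen before the data were examined, except for the fits without the Trichostatin A arrays and without 1 replicate number in every treatment, and every test in this part was set before its result was seen.

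The paper does not report on the arrays of U0126, SB202190 and Trichostatin A, and each of the 3 treatments differed from the DMSO controls at an adjusted p under 0.05 from limma. U0126 changed 667 probe sets, SB202190 changed 669 and Trichostatin A changed 15207, or 43.6% of those tested. The genes behind these counts are described under the other observations.

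Exchanging arrays between the groups gives 10 splits of 6 arrays for each comparison, too few for a share under 0.05. For LY294002 against DMSO the real split gave 2978 calls and the highest other split 1800, and 1 of the 10 splits, the real one, gave as many as the real one. The split with 1800 calls sets DMSO replicate 1 and LY294002 replicates 1 and 2 against the other 3 arrays, which points to a structure of the samples other than the treatment. The replicate numbers pair these arrays, and the splits that part every pair, apart from the real one, gave 0 calls. With the replicate number as a block LY294002 had 6370 calls. For U0126, SB202190 and Trichostatin A against DMSO, and for LY294002 against each of the other inhibitors, 1 of 10 splits gave as many calls as the real one, which was the real one. In these 6 comparisons the real counts were 667, 669, 15207, 1945, 1579 and 13819, and the highest other split gave 0. Every other split mixes both treatments on each side, so the treatment difference enters the spread within the sides. Counts of 0 in such splits therefore do not measure how many calls arise without a treatment effect.

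F13a1 was lower in LY294002, and macrophages, which also express it, are a possible source of such a change. If fewer macrophages explained the decrease, their other markers would fall by about as much as F13a1, by 0.60 on the log2 scale. The median log2 difference of 21 markers of macrophages and leukocytes was -0.10 (bootstrap interval over markers -0.17 to -0.02), above 0.5 times the change of F13a1, -0.30, although 16 of the 21 were below 0. The markers fell by less than predicted, but the interval resamples markers measured on the same arrays. It also leaves out the standard error of F13a1, 0.16. These values therefore lean against a loss of macrophages as the whole cause and do not exclude it. A small loss of such cells that adds to the change, and a change of F13a1 within the chondrocytes under LY294002, stay open and were not told apart by a test.

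Of 29 skeletal muscle genes, 26 had a lower mean in LY294002 and 1 passed an adjusted p of 0.05 from limma. As a group they passed in camera (adjusted p = 0.000358), but not with an estimated correlation (0.457). Less muscle in the LY294002 cultures would lower them together and by about the same amount. The members' differences had an interquartile range of 0.192, narrower than the median of 0.284 and below the upper limit of 0.416 for random lists of that size. In the 3 replicate numbers 23, 25 and 26 of the 29 genes were lower, with medians of -0.27, -0.42 and -0.20. These values do not exclude less muscle in the treated cultures, and an effect of LY294002 on muscle genes of cells that are present in both would give such values too. The 2 explanations cannot be told apart, because no array holds muscle cells alone. The other inhibitors do not settle it, since no muscle content was measured.

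More probe sets were called higher than lower in LY294002, 3.83 times as many. Arrays left with different centres or spreads by the authors' normalization could give such an imbalance. After centring each array on its median the ratio was 4.52, and after quantile normalization it was 1.64. Without DMSO replicate 2 or LY294002 replicate 1 the ratio after quantile normalization was 1.34. Centring therefore did not lower the ratio. Quantile normalization lowered it because the lower calls rose from 616 to 1410, while the higher calls were 2362 before and 2309 after. This does not show that the excess of higher calls came from the spreads of the arrays, and the explanation stays open.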

How the results depend on the processing

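The alternatives without the Trichostatin A arrays and without 1 replicate number in every treatment were chosen after the data were seen. The causes of the changes below were not tested. The named genes kept their direction under all alternatives, apart from those named after their values were seen, for which the alternatives were not run. The filter on the mean over all arrays, no filter and median centring left all leading results on their side of the threshold or within the limits for counts. So did the ratio of arithmetic means for the 8 results it applies to, and the trend and robust prior for 20.

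With the replicate block LY294002 had 4609 higher and 1761 lower probe sets, U0126 848 and 659, SB202190 1237 and 668, LY294002 against U0126 3347 and 1481, and LY294002 against SB202190 2233 and 1079. The adjusted p of Nr4a1 was 0.00201 with the block and 0.0406 without the Trichostatin A arrays. With the 6 DMSO and LY294002 arrays alone there were 554 higher and 142 lower probe sets, 23 called genes of Tables S4 and S5, 60 of Tables S6 and S7, and an adjusted p of 0.0947 for F13a1. In that fit 37 of 100 other named genes were no longer past the threshold. Quantile normalization gave 1410 lower probe sets in LY294002, 455 in U0126, 777 higher and 503 lower in SB202190, 1172 lower against U0126 and 1010 lower against SB202190. Under it the lists of translation factors (0.000346), amino acid response (8.47e-05) and cell cycle (0.00433) passed, the ribosomal protein list had an adjusted p of 0.523, and the fibroblast list, not called before, changed direction (0.468). The mean of all probe sets gave Adamts5 a 1.44-fold increase.

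The list of chemokines and interleukin receptors passed in the fit of 6 arrays (0.0304) and at a signal of 100 (0.0343). It also passed with the mean of probe sets (0.0421) and without the Trichostatin A arrays (0.0470), but not with an estimated correlation (0.422). With an estimated correlation between genes the adjusted p was 0.392 for cholesterol synthesis and uptake, 0.417 for immediate early genes, 0.583 for ribosomal proteins, 0.343 for cartilage matrix, 0.209 for Wnt, 0.209 for TGF-beta and BMP and 0.457 for skeletal muscle, and 46 of 55 other list results lost their call. The lists of hypertrophy and of ERK feedback, not called before, changed direction, the former with 6 arrays (0.930) and the latter at a signal of 100 (0.999).

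Leaving out arrays gave 124 to 4089 higher and 54 to 1121 lower probe sets in LY294002, 664 to 1962 at least 1.4-fold higher, 296 to 470 at least 1.4-fold lower and 18 to 55 at least 2-fold higher. It gave 11 to 63 called genes of Tables S4 and S5 and 18 to 152 of Tables S6 and S7. The adjusted p ranged from 0.010 to 0.225 for F13a1, 0.00146 to 0.394 for Nr4a1, 0.00212 to 0.160 for Adamts5, and the fold of Phlda2 from 1.96 to 2.09. The lists of chemokines (0.0392 to 0.305), ERK feedback (0.0708 to 0.908), translation factors (0.123 to 0.811), hypertrophy (0.375 to 0.977) and cell cycle (0.102 to 0.997), none of them called, had such ranges, and the last 4 changed direction. The share of the variance by replicate number was 23.0% to 54.5%. U0126 had 196 to 456 higher and 156 to 235 lower probe sets, SB202190 155 to 650 and 102 to 196, LY294002 against U0126 507 to 1476 and 314 to 442, and LY294002 against SB202190 501 to 938 and 297 to 472.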

Differences from the paper's values

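The paper's counts and folds of single genes were made from MAS 5.0 values with its own filter for reliable signals, and the values here from the deposited log2 values with a filter after the same setting. The paper counts 5035 probe sets changed by at least 1.4-fold, and 1342 were found here. The paper's count is 2703 higher, against 1052 here, and 2332 lower, against 290. At 2-fold the paper's counts are 416 higher and 596 lower, against 26 and 24. At 5-fold they are 9 and 14 and at 7-fold 1 and 1 in the paper, against 0 in each case here. Of the 15 alternatives for these counts, 1 brought a value within the limit set for a difference, the count of 1.4-fold higher probe sets without DMSO replicate 1 (1962). Under all others each of these counts still differed, with up to 1 probe set at 5-fold.

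In the paper's tables Phlda2 is 8.48-fold lower, and here it was 2.03-fold lower. The paper's fold is 4.59 lower for Il6ra (1.07 here), 4.51 for Dusp9 (1.36), 4.47 for Actn2 (1.25), 3.76 for Mmp3 (1.80), 3.29 for Il1rn (2.03), 2.88 for Tnfrsf10b (1.34), 2.45 for Lcp1 (1.34), 2.33 for Pkp1 (1.34) and 2.17 for Acp5 (1.26). Among genes higher in LY294002, the paper's fold is 3.48 for Bckdk (1.24 here), 3.24 for Pim1 (1.68) and 3.21 for Eln (1.42). For Rps6ka5 it is 2.54, against 1.69 here in its most abundant probe set. Another called probe set of Rps6ka5 was 2.21-fold higher, closer to the paper's fold. For Irf5 the paper's fold is 3.40 higher, whereas the ratio here was 0.855, a decrease. These differences held under all alternatives set before the data were examined, except that Rps6ka5 no longer differed after quantile normalization, after median centring, with the mean of its probe sets, and without DMSO replicate 3, LY294002 replicate 1 or LY294002 replicate 2. Folds of F13a1, Nr4a1, Adamts5, Klf2, Dusp1, Ednrb and Krt18 did not differ by the same limits.

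Of 366 genes of Tables S4 to S7 with a fold in both, the paper's was more than 1.5 times the one here in 85 and none was the other way, with a median ratio of 1.23. The direction was the paper's in 162 of 166 genes of Tables S4 and S5 and in 199 of 204 of Tables S6 and S7. Ctse, which Table S5 lists as lower, was higher here (log2 difference 0.45, adjusted p = 0.0117 from limma), a gene named after its value was seen. The paper's tables take genes with at least a 1.4-fold change, which 38 of the 166 and 100 of the 204 reached here.

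The paper follows Nr4a1 as a gene raised by LY294002. Its increase is 2.79-fold in the paper's tables and was 2.88-fold here, with 4.79-fold, 4.23-fold and 1.18-fold by replicate number and a range of 2.16-fold to 4.50-fold over the alternatives. It passed the adjusted p of 0.05 only with the replicate block, without LY294002 replicate 3, and, in alternatives chosen after the values were seen, without the Trichostatin A arrays or without replicate 3 of every treatment. The paper reports sets of adipose genes as enriched in LY294002 and interleukin-related genes as enriched in DMSO. The lists used here, which have other members, did not pass for adipogenesis (adjusted p = 0.282 from camera) or for chemokines and interleukin receptors (0.0886), though the latter passed with 6 arrays (0.0304), at a signal of 100 (0.0343) and with the mean of probe sets (0.0421), and, in alternatives chosen after the values were seen, without the Trichostatin A arrays (0.0470) and without replicate 1 (0.0419) or replicate 2 (0.0392) of every treatment, with lower genes in LY294002 in each case. Neither list passed in camera with an estimated correlation between genes (0.657 for adipogenesis and 0.422 for chemokines and interleukin receptors). The paper calls the variability between trials minimal. Arrays of the same treatment correlated at 0.989 or more here, while the replicate number accounted for 50.3% of the variance among the 6 arrays and the treatment for 39.2%. The former spans 2 degrees of freedom and the latter 1, so the shares do not show that the replicates outweigh the treatment. Without replicate 1, the share of the replicate number was 23.0% with 1 degree of freedom.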

Other observations

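Of 12 keratinocyte and epithelial markers, all 12 had a lower mean in LY294002 than in DMSO, 5 were lower at an adjusted p under 0.05 from limma and none was higher (6 lower adjusted over the list alone). The camera test gave an adjusted p of 6.66e-07, or 0.0726 with an estimated correlation and 0.0153 with an estimated correlation and the replicate block. Besides Krt18, the desmosomal genes Dsp and Pkp1 fell by 0.83 and 0.42 on the log2 scale and the laminin gene Lamb3 by 0.40, and Perp also fell. Pkp1 lost its call without DMSO replicates 2 and 3 (0.107 and 0.0652) or LY294002 replicates 1 and 2 (0.112 and 0.0682), in a range of 0.00371 to 0.352.

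The list of hypertrophy and mineralization genes had 1 lower gene of 15 in LY294002, Ank, a pyrophosphate transporter, and none higher (1 lower adjusted over the list alone). Its adjusted p from camera was 0.607, or 0.869 with an estimated correlation, with a camera direction downward although the median and the mean of the members were above 0. Of 13 glycolysis genes, Aldoc was lower (1.48-fold) and none was higher, also when adjusted over the list alone, with an adjusted p from camera of 0.0215, or 0.503 with an estimated correlation. Of 30 genes of the amino acid response and tRNA synthetases, Chac1 was higher and Bcat1 lower (adjusted over the list alone, only Chac1 passed), with 0.141 and 0.747 from camera. Of 11 ERK feedback and ETS genes, Etv4 was lower and none was higher (1 lower adjusted over the list alone), with 0.804 and 0.886. Of 32 cell cycle genes, none passed in limma, also when adjusted over the list alone, with 0.515 and 0.886.

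With the replicate block the counts of higher and lower genes were 0 and 2 for hypertrophy, 1 and 3 for the amino acid list, 2 and 1 for ERK feedback and 2 and 0 for the cell cycle. Several of these calls depended on 1 array. The glycolysis list was not past the threshold without DMSO replicate 1 (0.142), LY294002 replicate 2 (0.0551) or LY294002 replicate 3 (0.0511), in a range of 8.96e-06 to 0.503. The amino acid list passed without DMSO replicate 2 (0.0339) and after quantile normalization (8.47e-05), in a range of 8.47e-05 to 0.747, and the cell cycle list passed after quantile normalization (0.00433, in a range of 0.00433 to 0.997). Ank was lost without DMSO replicates 1, 2 and 3 (0.0501, 0.0954 and 0.0515) or LY294002 replicates 2 and 3 (0.0783 and 0.0861), in a range of 0.00318 to 0.298. Chac1 was lost without DMSO replicate 2 (0.0943) or LY294002 replicates 1 and 2 (0.0723 and 0.0532) and after quantile normalization (0.133), in a range of 0.00447 to 0.251. Bcat1 was lost without any one of DMSO replicates 1, 2 and 3 (0.104, 0.0855 and 0.0557) or LY294002 replicates 1, 2 and 3 (0.0773, 0.126 and 0.0859) and with no filter (0.0520), in a range of 0.000469 to 0.243.

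Of 11 osteoclast markers, Acp5 was lower and none was higher (1 lower adjusted over the list alone), with an adjusted p from camera of 0.0332, or 0.209 with an estimated correlation. Of 20 fibroblast and perichondrium markers, Eln and Col5a1 were higher and Dpt was lower (4 and 1 adjusted over the list alone), with 0.223 and 0.710. None of 11 endothelial markers (0.106 and 0.343) and none of 6 erythroid markers (0.0374 and 0.343, and 0.0535 with the replicate block) passed in limma, also when adjusted over their lists alone. The osteoclast list lost its call without DMSO replicates 2 and 3 (0.0820 and 0.0710) or LY294002 replicate 1 (0.103) and after quantile normalization (0.201), in a range of 0.0135 to 0.209. The erythroid list lost it without DMSO replicate 2 (0.123) or LY294002 replicates 1 and 2 (0.0745 and 0.0551), with no filter (0.0694) and after quantile normalization (0.253), in a range of 0.0251 to 0.343.

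With the replicate block 2 osteoclast, 1 endothelial and 1 erythroid marker were lower, and 5 fibroblast and perichondrium markers were higher and 2 lower. Single genes of these lists also changed. Acp5 was lost without DMSO replicates 2 and 3 (0.102 and 0.142) or LY294002 replicates 1 and 3 (0.104 and 0.0876), in a range of 0.0123 to 0.242. Col5a1 was lost without DMSO replicate 3 (0.0691) or LY294002 replicate 1 (0.0776) and after quantile normalization (0.212), in a range of 0.00704 to 0.212. Dpt was lost without DMSO replicate 3 (0.0644) or LY294002 replicates 1 and 2 (0.0532 and 0.0788), in a range of 0.00700 to 0.138.

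U0126 inhibits MEK, the kinase upstream of ERK. It raised 393 probe sets and lowered 274 at an adjusted p under 0.05 from limma, and with the replicate block 848 and 659. Of 11 ERK feedback and ETS genes 2 were lower and none higher (7 lower adjusted over the list alone), with an adjusted p from camera of 2.62e-07, or 0.0774 with an estimated correlation. Of 27 cartilage matrix and SOX genes 10 were higher and 1 lower (21 and 1 adjusted over the list alone; 2.10e-14, or 0.179 with an estimated correlation). Of 23 chemokines and interleukin receptors 4 were lower and none higher (9 lower adjusted over the list alone; 3.92e-13, or 0.0132 with an estimated correlation). With U0126, 10 of 12 keratinocyte and epithelial markers had lower means (adjusted p 4.40e-05 from camera, or 0.0774 with an estimated correlation). So did 7 of 11 endothelial (0.0198, or 0.112) and 13 of 20 macrophage and leukocyte markers (0.0451, or 0.694). With arrays left out in turn, the adjusted p reached 0.106 for the endothelial list and 0.672 for the macrophage and leukocyte list. Most markers of skeletal muscle (22 of 30), fibroblasts (13 of 20), osteoclasts (6 of 11) and erythroid cells (4 of 6) had higher means. Their lists did not pass. A changed mix of cells was not tested. The largest increases were in Nnat, Egfl6, Igfbp2, Chrdl1 and Smpd3 and the largest decreases in Nptx1, Il1rn, Prg4, Tnfsf11 and Socs3. The call of Smpd3 was lost without DMSO replicates 1 and 2 (0.0721 and 0.117) or U0126 replicates 1, 2 and 3 (0.0541, 0.0544 and 0.151), in a range of 2.85e-06 to 0.151.

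SB202190 inhibits p38 MAP kinases, although the text deposited with the arrays groups it with MEK and ERK inhibitors. It raised 425 probe sets and lowered 244, and with the replicate block 1237 and 668. Of 23 lysosome and autophagy genes 8 were higher and none lower (15 higher adjusted over the list alone), with an adjusted p from camera of 3.13e-12, or 0.368 with an estimated correlation. Of 27 cartilage matrix and SOX genes 2 were lower and none higher (4 lower adjusted over the list alone; 2.99e-05, or 0.526 with an estimated correlation). With SB202190, 13 of 20 fibroblast and perichondrium markers had lower means (adjusted p 0.00468 from camera, or 0.526 with an estimated correlation). So did 9 of 12 keratinocyte and epithelial markers (0.0232, or 0.372), whose adjusted p reached 0.124 with arrays left out in turn. The other cell-type lists did not pass, and 22 of 30 skeletal muscle markers had higher means. A changed mix of cells was not tested. The largest increases were in Gpnmb, Esm1, Car3, Map2k6 and Mt1 and the largest decreases in Prg4, F13a1, Ibsp, Cxcl14 and Wif1. The DMSO mean of Esm1 (5.16) was below the filter level of 5.64, so the size of its change is a lower limit at best. Another probe set of Mt1 had the opposite sign. The call of Ibsp was lost without DMSO replicate 2 (0.0643) or SB202190 replicates 1 and 2 (0.120 and 0.0789), in a range of 0.00324 to 0.120.

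Trichostatin A, which inhibits histone deacetylases, raised 8026 probe sets and lowered 7181. All 32 cell cycle genes were lower, also when adjusted over the list alone, with an adjusted p from camera of 3.05e-19, or 0.347 with an estimated correlation, and so were all 27 cartilage matrix and SOX genes (6.19e-15, or 0.347). Of 29 skeletal muscle markers 21 were lower and 2 higher (adjusted p 0.000179 from camera). Of 20 fibroblast and perichondrium markers 15 were lower and 3 higher (0.000664), and of 21 macrophage and leukocyte markers 12 and 2 (0.00542). Of 12 keratinocyte and epithelial markers 5 were higher and none lower (0.0411, and up to 0.0616 with arrays left out in turn). None of these cell-type lists passed with an estimated correlation (0.505 to 0.506). A changed mix of cells was not tested. The largest increases were in Cldn9, Scg5, Uchl1, Bex4 and Bex1 and the largest decreases in Aspn, C1qtnf3, Kctd4, Igfbp5 and Ucma. Correlations of these arrays with arrays of other treatments were 0.937 to 0.951, whereas those among the other treatments were at least 0.978.

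Compared directly, LY294002 had 1376 probe sets higher and 569 lower than U0126, 1051 and 528 than SB202190, and 6999 and 6820 than Trichostatin A. With the replicate block the counts were 3347 and 1481 against U0126 and 2233 and 1079 against SB202190. After quantile normalization they were 1573 and 1172, and 1133 and 1010. Without LY294002 replicate 1 they were 507 and 418, and 501 and 472. F13a1 did not differ between LY294002 and U0126 beyond the threshold (log2 difference 0.01, adjusted p = 0.975 from limma) and was 2.19-fold higher in LY294002 than in SB202190 (adjusted p = 0.000697). Against DMSO it was 1.53-fold lower in U0126 and did not pass (0.0752, or 0.0150 with the replicate block), and 3.32-fold lower in SB202190 (2.85e-05). In Trichostatin A it was also lower (3.73e-10), with a mean of 5.49 below the filter level of 5.64, so no fold is given. Phlda2 was 1.93-fold lower in LY294002 than in U0126 (7.79e-05) and 1.44-fold lower than in SB202190 (0.00640), and its difference from Trichostatin A did not pass (0.0958, or 0.0185 with the replicate block). The difference of Nr4a1 did not pass against U0126 (0.304), SB202190 (0.197) or Trichostatin A (0.735), and with the replicate block it passed against U0126 (0.0471) and SB202190 (0.0122). In its most abundant probe set Adamts5 was 1.51-fold higher in LY294002 than in SB202190 (0.0326) and 3.57-fold higher than in Trichostatin A (4.31e-08). It did not pass against U0126 (0.134, or 0.0479 with the replicate block). Probe sets of Adamts5 with a lower signal were 1.28-fold and 1.14-fold higher than in SB202190 and did not pass (0.257 and 0.543). Against Trichostatin A they passed (4.35e-07 and 4.04e-06), and against U0126 they did not (0.331 and 0.309).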
